# The EMT activator ZEB1 accelerates endosomal trafficking to establish a polarity axis in lung adenocarcinoma cells

**DOI:** 10.1038/s41467-021-26677-y

**Published:** 2021-11-03

**Authors:** Priyam Banerjee, Guan-Yu Xiao, Xiaochao Tan, Veronica J. Zheng, Lei Shi, Maria Neus Bota Rabassedas, Hou-fu Guo, Xin Liu, Jiang Yu, Lixia Diao, Jing Wang, William K. Russell, Jason Roszik, Chad J. Creighton, Jonathan M. Kurie

**Keywords:** Metastasis, Focal adhesion

## Abstract

Epithelial-to-mesenchymal transition (EMT) is a transcriptionally governed process by which cancer cells establish a front-rear polarity axis that facilitates motility and invasion. Dynamic assembly of focal adhesions and other actin-based cytoskeletal structures on the leading edge of motile cells requires precise spatial and temporal control of protein trafficking. Yet, the way in which EMT-activating transcriptional programs interface with vesicular trafficking networks that effect cell polarity change remains unclear. Here, by utilizing multiple approaches to assess vesicular transport dynamics through endocytic recycling and retrograde trafficking pathways in lung adenocarcinoma cells at distinct positions on the EMT spectrum, we find that the EMT-activating transcription factor ZEB1 accelerates endocytosis and intracellular trafficking of plasma membrane-bound proteins. ZEB1 drives turnover of the MET receptor tyrosine kinase by hastening receptor endocytosis and transport to the lysosomal compartment for degradation. ZEB1 relieves a plus-end-directed microtubule-dependent kinesin motor protein (KIF13A) and a clathrin-associated adaptor protein complex subunit (AP1S2) from microRNA-dependent silencing, thereby accelerating cargo transport through the endocytic recycling and retrograde vesicular pathways, respectively. Depletion of KIF13A or AP1S2 mitigates ZEB1-dependent focal adhesion dynamics, front-rear axis polarization, and cancer cell motility. Thus, ZEB1-dependent transcriptional networks govern vesicular trafficking dynamics to effect cell polarity change.

## Abstract (web summary)

The way in which metastatic tumour cells control endocytic vesicular trafficking networks to establish a front-rear polarity axis that facilitates motility remains unclear. Here, the authors show that the EMT activator ZEB1 influences vesicular trafficking dynamics to execute cell polarity change.

## Introduction

Metastatic disease is a poor prognostic feature and the primary cause of death in patients with epithelial cancers^1^. Cancer cells detach from the primary tumor and intravasate into vasculature by undergoing an epithelial-to-mesenchymal transition (EMT), which triggers dissolution of epithelial polarity complexes, assembly of vimentin intermediate filaments, and establishment of a front-rear polarity axis defined by a peri-nuclear, compact Golgi organelle and leading and trailing edges enriched in focal adhesions (FAs) and other actin-based cytoskeletal structures that facilitate attachment to extracellular matrix proteins and promote cell motility^2–4^. Transitions between epithelial and mesenchymal states require precise spatial and temporal control of protein transport through endocytic recycling and retrograde vesicular trafficking pathways that facilitate plasma membrane (PM) dynamics, including the recycling of FAs from trailing to leading edges of a motile cell^5–7^.

EMT is initiated by transcription factor families (e.g., ZEB, SNAIL, and TWIST) that silence the expression of epithelial polarity complexes (e.g., E-cadherin, Crumbs, and Claudins) and microRNAs (e.g., miR-200 family, miR-34a, miR-206, and miR-148a) that target stemness- and motility-inhibiting genes and EMT-activating transcription factors themselves, creating an adaptive, feed-forward regulatory system that controls reversible switching between epithelial and mesenchymal states^8–14^. However, the way in which EMT-activating transcription factors govern protein transport through vesicular trafficking pathways to establish a front-rear polarity axis remains unclear.

Here, we postulated that EMT-activating transcription factors control endocytic vesicular trafficking networks to establish a front-rear polarity axis that facilitates motility. We tested this hypothesis in murine and human lung adenocarcinoma (LUAD) cell lines at distinct positions on the EMT spectrum; LUAD cells classified as “epithelial” have uniformly epithelial gene expression patterns and exhibit low metastatic propensities, whereas those classified as “mesenchymal” exhibit partial EMT features characterized by bi-phenotypic gene expression patterns (e.g., high CDH1, CDH2, and VIM), a capacity to undergo EMT or the reverse process in response to extracellular cues, and an aggressive metastatic propensity driven by high levels of the EMT-activating transcription factor ZEB1^2,15–17^. We find that high ZEB1 levels accelerate post-endocytic vesicle trafficking to a perinuclear compartment where cargos are routed for recycling to the PM, degradation in lysosomes, or retrograde trafficking to the Golgi apparatus. We show that ZEB1 influences the intracellular fate of a receptor tyrosine kinase that undergoes endocytosis following ligand-binding and identify a ZEB1-dependent transcriptional program that accelerates vesicular trafficking through the endocytic recycling and retrograde pathways and thereby facilitates the establishment of a front-rear polarity axis. Thus, ZEB1 influences vesicular trafficking dynamics to execute cell polarity change.

## Results

### ZEB1 enhances endocytosis of PM-bound proteins

We initially carried out a surface biotinylation assay on an epithelial LUAD cell line (393P) that undergoes EMT in response to ectopic ZEB1 expression^18^. Cells (393P_ZEB1 or 393P_vector) were treated on ice with a cleavable and membrane-impermeable biotin moiety. After transferring to 37 °C to initiate endocytosis, cells were washed to remove residual PM-bound biotinylated proteins, fixed, and stained with fluorescent streptavidin, which showed that ectopic ZEB1 expression accelerated the endocytosis and intracellular transport of biotinylated proteins to a peri-nuclear region that co-localized with the Golgi (Fig. 1a–c).

**Fig. 1:**
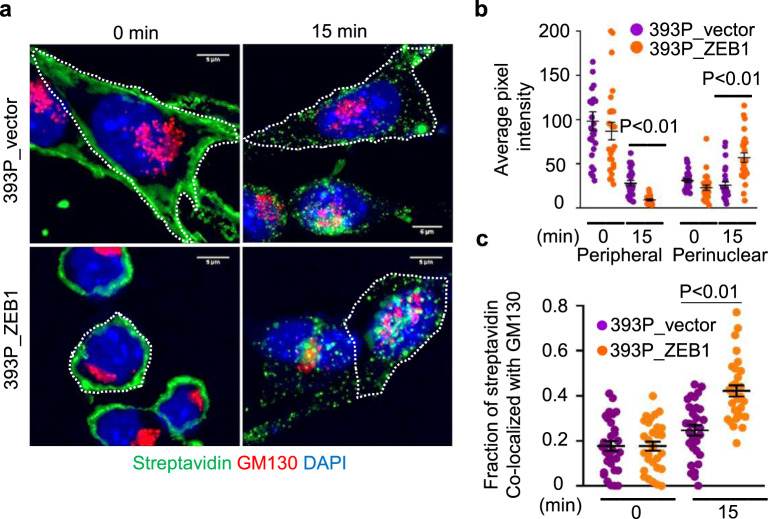
ZEB1 enhances the endocytosis of PM-bound proteins. **a** Merged confocal micrographs taken before (*T* = 0) and 15 min after initiating endocytosis of labeled biotin. Cells treated with Alexa-488 labeled streptavidin and stained with anti-GM130 to detect endocytosed biotin and Golgi, respectively. Cells are outlined (dashed lines). Scale bars: 5 µm. **b** Biotin signal intensities in perinuclear and peripheral compartments in each cell (dot). Values represent maximal signal intensities in each cell. *n* = 25 cells from 3 independent experiments. **c** Fractions of total biotinylated proteins that colocalized with GM130 at each time point. *n* = 30 cells from 3 independent experiments. Data are presented as mean values ± SEM; *P* values, two-tailed Student’s *t* test.

### ZEB1 accelerates vesicular trafficking through endocytic recycling and retrograde pathways

In the surface biotinylation studies, endocytosed proteins were primarily perinuclear in 393P_ZEB1 cells and peripheral in 393P_vector cells (Fig. 1a–c and Supplementary Fig. 1a), which led us to speculate that ZEB1 accelerates intracellular trafficking of endocytic vesicles. To address this possibility, we treated LUAD cell lines on ice with Alexa 568-labeled transferrin (Tfn), which binds to the transferrin receptor and is internalized and transported back to PM via the endocytic recycling pathway^19^. After transferring cells to 37 °C to induce endocytosis, we quantified Tfn endocytosis rates and found that they did not differ significantly between epithelial and mesenchymal LUAD cells (Supplementary Fig. 1b), but Tfn localization at 10 min was peripheral in epithelial LUAD cells and peri-nuclear in mesenchymal LUAD cells (Fig. 2a–e and Supplementary Fig. 1c–e). To determine whether the distinct Tfn localization patterns resulted from differences in vesicular trafficking speeds, we quantified Tfn localization patterns 10, 30, and 60 min after initiation of endocytosis in mesenchymal 344SQ cells and found that the endocytosed Tfn reached the perinuclear region within 10 min and recycled back to the PM within 60 min, whereas Tfn trafficking was significantly slower in epithelial 393P cells, which required a full 60 min for the endocytosed Tfn to reach the perinuclear region (Fig. 2f–h). Findings from in-cell ELISA (Fig. 2i) and pulse-chase experiments (Fig. 2j, k) confirmed these results. Thus, endocytic recycling vesicular transport was faster in mesenchymal than epithelial LUAD cells.

**Fig. 2:**
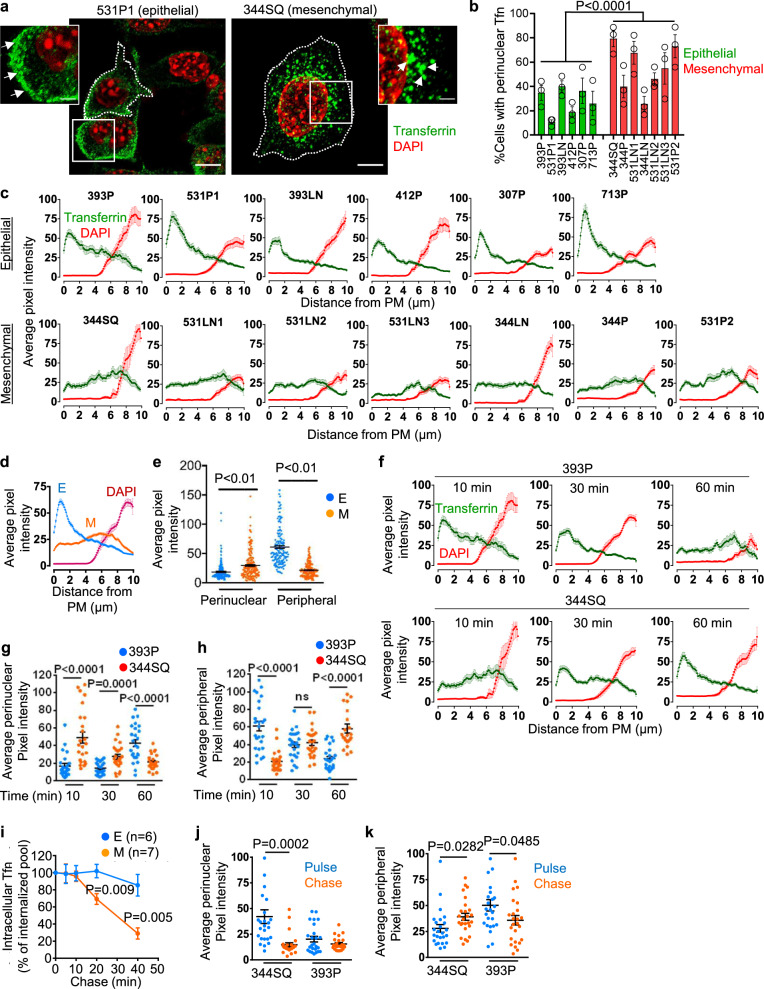
Distinct transferrin (Tfn) trafficking patterns in epithelial and mesenchymal lung adenocarcinoma (LUAD) cells. **a**, **b** Confocal micrographs taken 10 min after initiating endocytosis of Alexa 568-labeled Tfn. Insets illustrate peripheral and perinuclear Tfn in 531P1 cells and 344SQ cells, respectively. Scale bars: 10 µm, 3 µm (inset). Cells are outlined (dotted lines) (**a**). Each cell line is scored based on the percentage of total cells that have perinuclear Tfn. *n* = 3 independent experiments, 100 cells scored per experiment (**b**). **c** Alexa 568-labeled Tfn and DAPI signal intensities (*y*-axis) plotted on lines drawn from the plasma membrane (PM) inwards (*x*-axis) in cells fixed 10 min after initiating endocytosis. Results are averages of 3 linescans per cell, 19 cells per cell line. **d** Tfn and DAPI signals from (**c**) were expressed as mean values for epithelial (“E”) and mesenchymal (“M”) LUAD cell lines. **e** Tfn signal intensities in perinuclear and peripheral compartments of each cell (dot). Values represent the maximal signal intensities in each cell (*n* = 152 epithelial cells and 177 mesenchymal cells from 3 independent experiments). **f** Alexa 568-labeled Tfn and DAPI signal intensities determined as described in (**c**) 10, 30, and 60 min after initiating endocytosis. **g**, **h** Maximum signal intensities in peripheral (**g**) and perinuclear (**h**) compartments of each cell (dot). *n* = 25 cells from 3 independent experiments. **i** In-cell ELISA of intracellular Tfn levels. Results normalized based on total protein content. *n* = 6 (epithelial), or 7 (mesenchymal) cell lines. **j**, **k** Tfn staining intensities in perinuclear (**j**) and peripheral (**k**) compartments of each cell (dot). Cells were pulsed for 10 min with Alexa 568-labeled Tfn and chased for 10 min with unlabeled Tfn. Signal intensities after pulse alone (blue) or pulse/chase (red) were determined. *n* = 25 cells from 3 independent experiments. Data are presented as mean values ± SEM; *P* values, two-tailed Student’s *t* test.

Tfn receptor levels and Tfn-binding activities were similar in epithelial and mesenchymal LUAD cells (Supplementary Fig. 2a, b), arguing that the accelerated Tfn recycling did not result from enhanced Tfn-binding activity in mesenchymal cells. However, peripheral Tfn localization was correlated negatively with ZEB1 levels in the murine LUAD cell line panel (Fig. 3a), and Tfn labeling studies on epithelial (393P, 307P) and mesenchymal (344SQ) LUAD cell lines subjected to ZEB1 gain- and loss-of-function, respectively^2,18^, showed that ZEB1 caused a perinuclear shift in Tfn localization (Fig. 3b–g). In pulse-chase studies on 344SQ cells, ZEB1 depletion resulted in a substantial delay in Tfn trafficking to the perinuclear region (Fig. 3h, i). Similar findings were observed in Madin–Darby canine kidney (MDCK) epithelial cells subjected to ectopic ZEB1 expression (Supplementary Fig. 2c, d). In live-cell imaging studies on 393P cells that express the mCherry-tagged early endosomal marker Rab5, ectopic ZEB1 expression increased Rab5^+^ vesicle speed and directionality (Fig. 3j, k and Supplementary Fig. 2e, Supplementary Movie 1). Thus, ZEB1 accelerates vesicular trafficking through the endocytic recycling pathway.

**Fig. 3:**
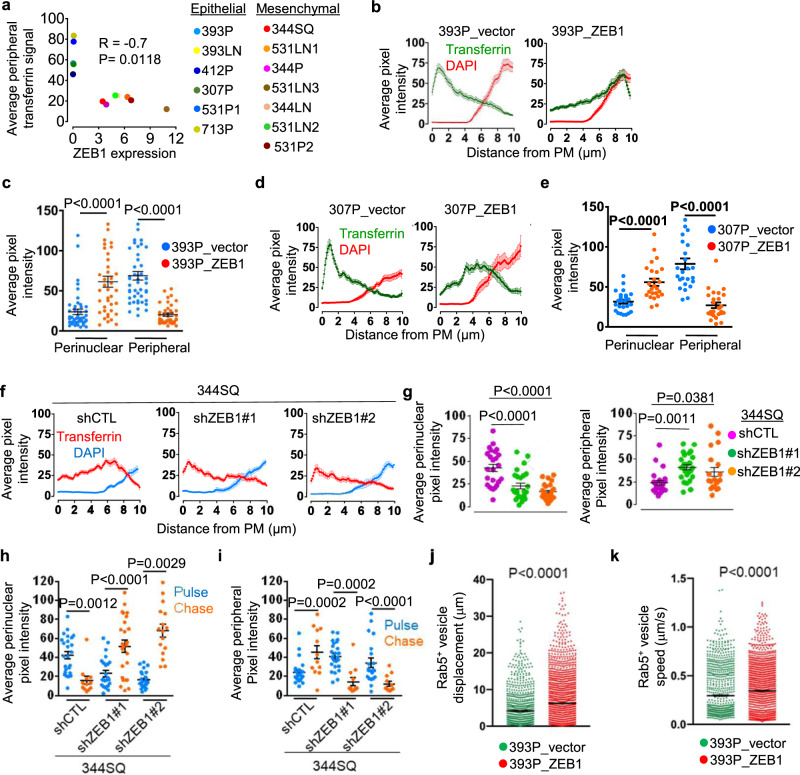
ZEB1 accelerates vesicular trafficking through the endocytic recycling pathway. **a** Correlation of endogenous ZEB1 expression levels with Alexa 568-labeled Tfn signal intensities in peripheral compartments of murine LUAD cell lines fixed 10 min after initiating endocytosis. **b** Alexa 568-labeled Tfn and DAPI signal intensities (*y*-axis) on straight lines drawn from the PM inwards (*x*-axis) in 393P cells that have an ectopic expression of ZEB1 or empty vector. Cells fixed 10 min after initiating endocytosis. Results represent averages of 3 linescans per cell, ≥40 cells per cell line. **c** Tfn signal intensities in perinuclear and peripheral compartments of each cell (dot). Values represent the maximal signal intensities in each cell. *n* = 47 cells (393P_vector) or 40 cells (393P_ZEB1) cells from 3 independent experiments. **d**, **e** Alexa 568-labeled Tfn linescan plots (**d**) and perinuclear and peripheral signal intensities (**e**) in 307P cells that have an ectopic expression of ZEB1 or empty vector and were fixed 10 min after initiating endocytosis. *n* = 25 cells from 3 independent experiments. **f**, **g** Alexa 568-labeled Tfn linescan plots (**f**) and perinuclear and peripheral signal intensities (**g**) in ZEB1 (shZEB1 #1 or #2)- or control (shCTL) shRNA-transfected 344SQ cells fixed 10 min after initiating endocytosis. *n* = 25 cells (shZEB1 #1) or 20 cells (shZEB1 #2) from 3 independent experiments. **h**, **i** Tfn signal intensity in shZEB1- and shCTL-transfected 344SQ cells pulsed for 10 min with Alexa 568-labeled Tfn and chased for 10 min with unlabeled Tfn. Signal intensities in perinuclear (**h**) and peripheral (**i**) compartments after pulse alone (blue) or pulse/chase (red) were determined. Values represent the maximal signal intensities in each cell. For pulse/chase (**h**), *n* = 12 cells (shCTL), 25 cells (shZEB1 #1), or 16 cells (shZEB1 #2) from 2 independent experiments. For pulse/chase (**i**), *n* = 12 cells from 2 independent experiments. **j**, **k** Displacement (**j**) and speed (**k**) of each Rab5^+^ vesicle (dot) in 39P_vector cells and 393P_ZEB1 cells that express mCherry-tagged Rab5, an early endosomal marker. Data represent mean ± S.E.M (*n* = 3 movies, 2 cells per movie, 600 frames per cell). Data are presented as mean values ± SEM; *R* value, Spearman; *P* values, two-tailed Student’s *t* test; or ANOVA (**g**).

Endocytosed cargos can be either recycled to the PM or routed to lysosomes for degradation^20^. Lysosomal maturation is associated with a luminal acidification process that is critical for lysosomal functions^21^. To determine whether ZEB1 hastens the maturation of early endosomes into lysosomes, we utilized Tfn tagged with pHrodo Green, a fluorescent pH indicator that increases its intensity in vesicles with lower pH. We found that, in ZEB1 gain- and loss-of-function studies, ZEB1 increased pHrodo Green signal intensity (Fig. 4a–c and Supplementary Movie 2), which suggests that ZEB1 regulates late endosomal/lysosomal vesicle maturation.

**Fig. 4:**
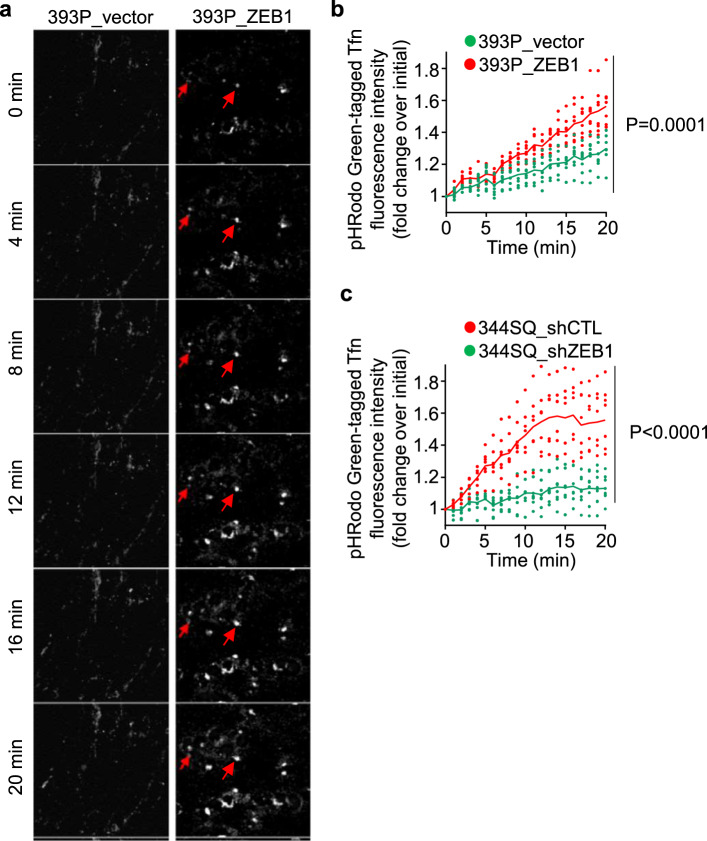
ZEB1 accelerates endosomal acidification. **a** Montage of live-cell confocal microscopic images of 393P cells that have ectopic expression of ZEB1 or empty vector and were treated with pHRodo Green-tagged Tfn. Gains in signal intensity over time (red arrows) mark vesicles that have reduced intravesicular pH and enhanced maturation. Scale bars, 10 µm. **b**, **c** Quantification of pHRodo Green-tagged Tfn signal intensities following ZEB1 gain-of-function (**b**) or ZEB1 loss-of-function (**c**). Signal intensities in each cell (dot) determined at each time point after pHRodo Green-tagged Tfn treatment initiation. *n* = 8 cells from 4 independent experiments. *P* values, two-way ANOVA.

Based on the above evidence that ZEB1 accelerates endocytosis of PM-bound proteins and hastens vesicular trafficking through the endocytic recycling and lysosomal pathways, we speculated that ZEB1 influences the intracellular fate of receptor tyrosine kinases that undergo endocytosis following ligand-binding and are either recycled back to the PM or delivered to lysosomes for degradation^6^. To address this possibility, we assessed the intracellular trafficking of MET, which is routed through endocytic recycling and lysosomal pathways with defined kinetics^22^. We carried out siRNA-mediated ZEB1 depletion studies on a mesenchymal human LUAD cell line (H1299), treated ZEB1-deficient and -replete cells with hepatocyte growth factor (HGF) to initiate MET endocytosis, and imaged the endocytosed MET at multiple time points to quantify its co-localization with early endosomes (EEA1^+^), recycling endosomes (Rab11^+^), and late endosomes/lysosomes (LAMP1^+^). We found that ZEB1 deficiency delayed MET trafficking through the endocytic recycling compartment and prevented MET accumulation in lysosomes (Fig. 5a, b and Supplementary Fig. 3). In line with these findings, HGF-induced MET protein degradation was delayed in ZEB1-deficient cells (Fig. 5c). Thus, ZEB1 drives MET turnover by enhancing HGF-induced MET endocytosis and delivery of endocytosed MET to the lysosomal compartment.

**Fig. 5:**
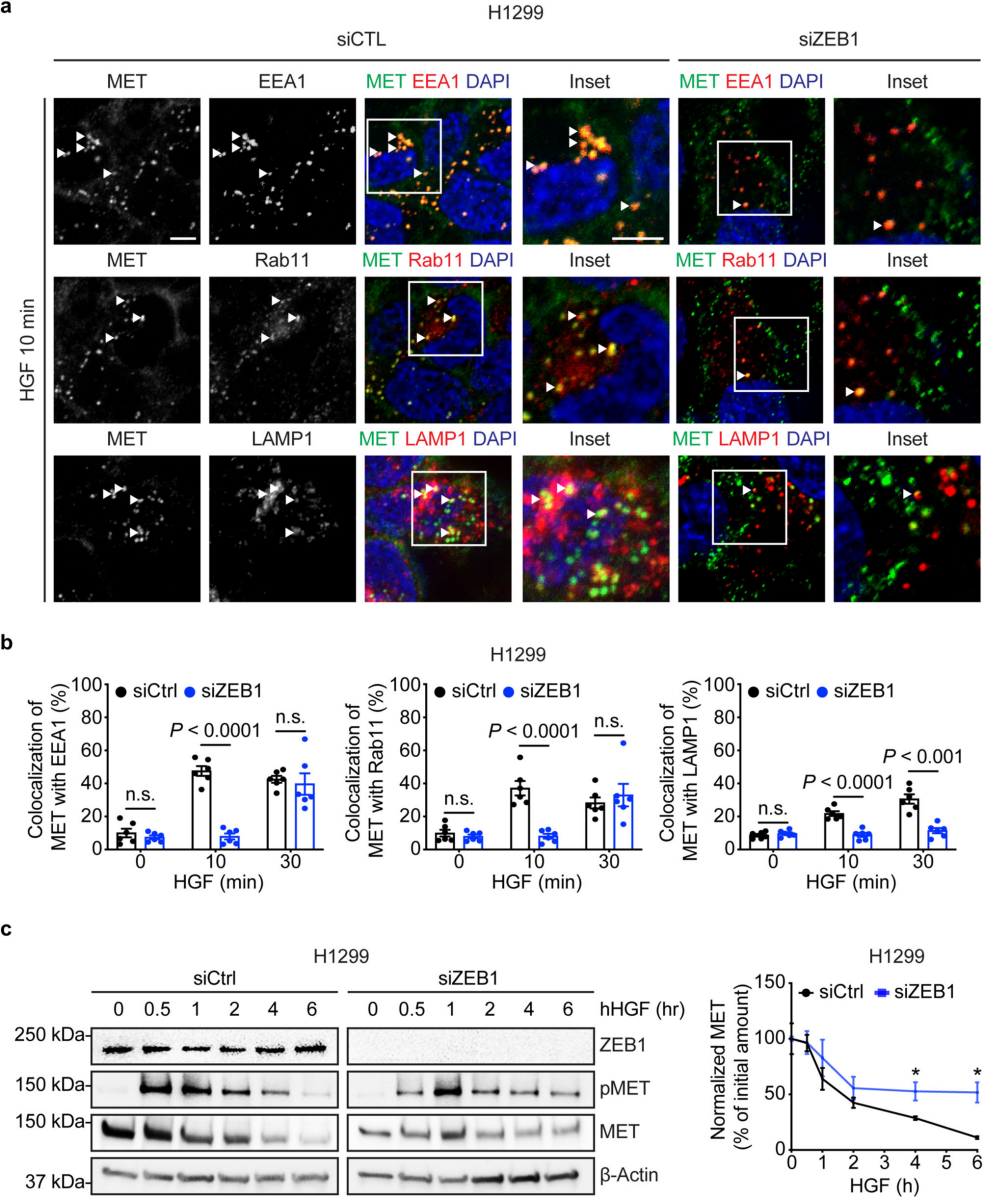
ZEB1 influences intracellular trafficking of MET. **a** Confocal images of control (siCTL) and ZEB1 siRNA-transfected H1299 cells co-stained with antibodies against endogenous MET, EEA1, Rab11, and LAMP1. Cells were incubated at 4 °C with 250 ng/ml HGF for 30 min, washed, incubated at 37 °C for 10 min, fixed, and stained. Single-channel and merged images (left-to-right, panels 1–2 and 3–6, respectively). Boxed areas are magnified (insets). Scale bars, 5 μm. Co-localized structures in siCTL-transfected cells are indicated (arrowheads). **b** Quantification of **a** MET colocalization with EEA1 (left bar graph), Rab11 (middle bar graph), or LAMP1 (right bar graph). Values represent the percentage of total MET that colocalizes with each protein in each microscopic field (dot) of siCTL transfectants (*n* = 26 cells at 0 min, 52 cells at 10 min, and 60 cells at 30 min) and siZEB1 transfectants (*n* = 24 cells at 0 min, 28 cells at 10 min, and 29 cells at 30 min). Data represent mean ± SEM. **c** Western blot analysis of siCTL- and siZEB1-transfected H1299 cells treated with HGF (100 ng/ml) in the presence of cycloheximide (40 µg/ml) and incubated at 37 °C for the indicated times. Densitometric values of MET band intensities normalized to β-actin and expressed as a percentage of the initial amount (*T* = 0) (line plot). Data represent mean ± SEM (*n* = 3). *P* values, two-tailed Student’s *t* tests. *P < 0.05.

Early endosomes that mature to late endosomes can route cargos to the Golgi and endoplasmic reticulum via the retrograde pathway^23–25^. To assess whether ectopic ZEB1 expression influences retrograde vesicular trafficking kinetics, we labeled LUAD cells with fluorescent cholera toxin B (CTxB), a retrograde cargo^26^, and found that CTxB was transported to the Golgi more rapidly in 393P_ZEB1 cells than 393P_vector cells (Fig. 6) and in mesenchymal than epithelial human LUAD cell lines (Supplementary Fig. 4, Supplementary Movie 3), indicating that ZEB1 accelerates cargo trafficking through the retrograde vesicular pathway.

**Fig. 6:**
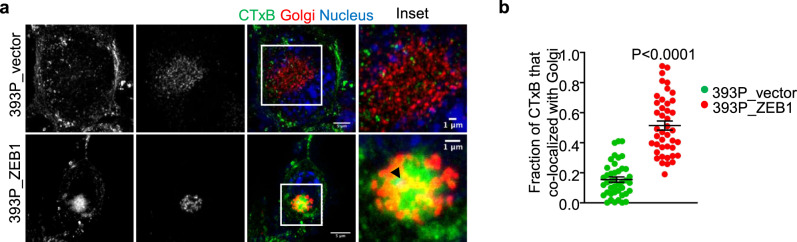
ZEB1 accelerates retrograde vesicular trafficking. **a** Single-channel and merged confocal micrographs taken 1 h after initiating Alexa 488-labeled cholera toxin B (CTxB) treatment. Boxed areas are magnified (insets) to show greater CTxB co-localization with Golgi in 393P_ZEB1 cells than 393P_vector cells. Scale bars: 5 µm, 1 µm (inset). **b** Fraction of total CTxB that co-localizes with GM130, a Golgi marker, in each cell (dot). *n* = 42 cells from 3 independent experiments. Data are presented as mean values ± SEM; *P* values, two-tailed Student’s *t* test.

### ZEB1 relieves vesicular trafficking regulators from microRNA-dependent silencing to accelerate vesicular transport and establish a front-rear polarity axis

Because ZEB1 silences diverse microRNAs that govern complex cellular processes^27,28^, we assessed whether microRNAs serve as intermediates in a ZEB1-driven transcriptional program that governs vesicular trafficking. We found that Tfn localization in 344SQ cells shifted from the perinuclear region to the periphery following ectopic expression of miR-200 or miR-206 but not miR-148a (Fig. 7a–c), which are known transcriptional targets of ZEB1^2,16^. To identify microRNA targets that govern vesicular trafficking, we analyzed an RNA sequencing dataset (393P_ZEB1 versus 393P_vector, GSE102337) and identified known regulators of vesicular trafficking that are upregulated by ZEB1. 

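The RNA sequencing dataset came from 393P, an epithelial murine LUAD cell line, with ectopic expression of ZEB1 (393P_ZEB1) or of the empty vector (393P_vector). Total RNA from 3 samples of each was sequenced on the SOLiD platform. The authors deposited 1 table per sample, listing for each of 24214 RefSeq features the coordinates on GRCm38, the exon length, the unnormalized count of reads and the RPKM. RPKM is the count scaled by the exon length and by the total reads of the sample. Samples are named here by their condition and replicate number. Total counts ranged from 57844355 to 79158012 in 393P_vector samples, with a median of 59735316, and from 54442450 to 61251074 in 393P_ZEB1 samples, with a median of 55159915. At this depth, 3 counts, the smallest number treated as detected, corresponded to between 0.0379 and 0.0551 CPM (counts scaled to the library size). The counts were normalized by edgeR's TMM method, with factors between 0.9789 and 1.0499, and 393P_ZEB1 was compared with 393P_vector by edgeR's quasi-likelihood test over the 13892 genes left by its default filter on low counts. All p-values were adjusted by the Benjamini-Hochberg method over these genes, and an adjusted p below 0.05 was taken as the threshold. Groups of 3 samples allow an exact permutation p no smaller than 0.1, which was reached whenever all 3 samples of a group lay above all 3 of the other. Replicates did not have equal spread. The CPM of 0.8% of genes differed at least 2-fold between 393P_vector replicates 1 and 2, against 7.33% between replicates 1 and 3 and 8.3% between replicates 2 and 3. Between 393P_ZEB1 replicates the share ranged from 0.91% to 1.14%. The labels number the replicates 1 to 3 in both groups without stating that equal numbers were handled together. Across genes, deviations from the group mean correlated on average with r = 0.01 between samples of the same number (range -0.178 to 0.242). Between samples of different numbers the average was r = -0.009 (range -0.149 to 0.193). The ranges overlap, so the averages do not decide on pairing, and the main fit did not pair samples.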

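Of the 13892 genes tested, 2539 were higher and 2679 were lower in 393P_ZEB1 cells. The labels do not state whether the 3 samples of a condition came from separate transfections. The p-values and SDs therefore rest on the spread among samples of a condition. They cannot separate an effect of ZEB1 from other differences between the lines, such as the lack of Y-linked expression in all 3 393P_ZEB1 samples. Zeb1 itself, on chromosome 18 from 5591860 to 5775468, rose from 21.5 ± 0.435 CPM (SD, n = 3) in 393P_vector cells to 51.7 ± 3.01 CPM (SD, n = 3) in 393P_ZEB1 cells, a log2 fold change of 1.26 (standard error 0.10, adjusted p = 6.06e-05 from edgeR). Counts on this gene include reads from any transgene sequence that aligns to it, and the species of the expressed cDNA is not stated with the samples. Genes of chromosome 18 as a whole were also shifted up, by 0.672 on the log2 scale compared with genes elsewhere. The increase in Zeb1 is not measured apart from that shift. All 20 genes listed as vesicular trafficking regulators in Supplementary Fig. 5a had a positive log2 fold change, and for each of them the 3 393P_ZEB1 samples lay above the 3 393P_vector samples (exact permutation p = 0.1, the smallest possible). The adjusted p from edgeR was below the threshold for 19 of the 20. The paper chose these genes from the same dataset for their higher expression in 393P_ZEB1 cells, so their shared direction is set by that choice. Of the 20, 10 lie on chromosomes 11, 16 and 18, whose genes as a whole were shifted up in 393P_ZEB1 cells. Kif13a, on chromosome 13 from 46749088 to 46929718, encodes the kinesin motor that the paper followed up. Its level was 50.0 ± 8.57 CPM (SD, n = 3) in 393P_vector cells and 89.6 ± 8.4 CPM (SD, n = 3) in 393P_ZEB1 cells. The log2 fold change of Kif13a was 0.84 (standard error 0.15, adjusted p = 0.00368 from edgeR), and with each sample left out in turn it stayed between 0.71 and 0.95. Ap1s2, on chromosome X from 163909160 to 163929546, encodes the clathrin adapter subunit and was less abundant. Its level was 6.71 ± 2.41 CPM (SD, n = 3) in 393P_vector cells and 10.7 ± 0.875 CPM (SD, n = 3) in 393P_ZEB1 cells. The log2 fold change of Ap1s2, 0.67, had a standard error of 0.25 and did not pass the threshold (adjusted p = 0.0677 from edgeR). The spread came from 393P_vector replicate 3, at 9.49 CPM against 5.3 and 5.34 CPM in replicates 1 and 2. Without that replicate, the change in Ap1s2 was 1.0 (adjusted p = 0.00011 from edgeR). With each of the other samples left out in turn, it was between 0.53 and 0.73 and did not pass (adjusted p between 0.122 and 0.183 from edgeR). With the replicate number as a block, the log2 fold changes were 0.85 for Kif13a and 0.72 for Ap1s2 (adjusted p = 0.0132 and 0.0687 from edgeR). Same-numbered samples had shown a mean correlation of 0.01, with a range of -0.178 to 0.242. The number of genes past the threshold moved most when edgeR tested against a fold change of 1.5, which left 1081 higher, 1118 lower and 12 of the 20 regulators. From the higher expression of these regulators in 393P_ZEB1 cells, the paper concludes that they are upregulated by ZEB1 and considers them as microRNA targets.

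**Figure D1:**
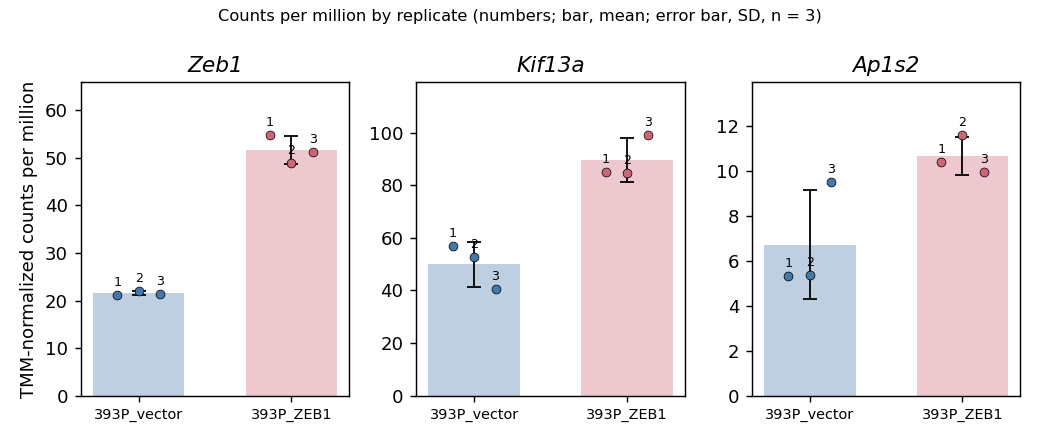
TMM-normalized CPM (y axis) of Zeb1, Kif13a and Ap1s2 in the 3 393P_vector and 3 393P_ZEB1 samples, with each point labelled by its replicate number, bars at the mean and error bars of 1 SD (n = 3). For each gene the lowest 393P_ZEB1 sample is above the highest 393P_vector sample, by the smallest margin for Ap1s2, where 393P_vector replicate 3 is at 9.49 CPM and 393P_ZEB1 replicate 3 at 9.94 CPM.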

These included genes that are predicted miR-200 targets (www.targetscan.org) and are components of an EMT-associated gene expression signature in the TCGA human LUAD cohort (Supplementary Fig. 5a). 

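The RNA sequencing counts cover the expression of these genes, while the TargetScan predictions and the TCGA tumors were not analysed here. To place the sites on the mouse transcripts, the 3′ UTRs of GENCODE M21 (GRCm38) were scanned for matches to miR-200 seeds. The miR-200 family has different seeds for miR-200b/c/429 and for miR-200a/miR-141. A 7mer-m8 site pairs with bases 2 to 8 of the microRNA (CAGTATT for miR-200b/c/429, CAGTGTT for miR-200a/miR-141). An 8mer site adds an A after it, and a 7mer-A1 site is an 8mer without its first base. Under the definition set before the files arrived, a gene had a site when the 3′ UTR of its longest coding transcript held a 7mer-m8 or an 8mer. By this definition 10 of the 20 regulators in Supplementary Fig. 5a had a miR-200b/c/429 site, against 15.7% of the other 11980 tested genes with an annotated 3′ UTR (odds ratio 5.38, Fisher's exact p = 0.000366). With either seed, 17 of the 20 had a site, against 30.3% of the other genes (odds ratio 13.02, Fisher's exact p = 6.6e-07). The paper selected these genes partly as predicted targets, so the comparison is not independent of that selection. Kif13a had a miR-200b/c/429 7mer-m8 site in its 3′ UTR, on the minus strand of chromosome 13 from 46750369 to 46750375, within the sequence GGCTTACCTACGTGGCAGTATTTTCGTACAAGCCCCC. Ap1s2 had no site by this definition. After that was seen, the scan was widened to 7mer-A1 sites and to all annotated 3′ UTRs of a gene, which gave 13 of the 20 regulators a miR-200b/c/429 site and 19 of the 20 a site for either seed, the alternative that moved these counts most. In the widened scan, Ap1s2 had a miR-200b/c/429 8mer on the plus strand of chromosome X from 163932280 to 163932287, within the sequence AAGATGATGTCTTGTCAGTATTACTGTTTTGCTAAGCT. This 8mer lies in 3′ UTRs of shorter transcripts, and the uninterrupted ones begin at 163932181. That is past the end of the interval in which the authors counted Ap1s2 reads (163929546). Reads from those uninterrupted 3′ UTRs are therefore not among the Ap1s2 counts. The interrupted 3′ UTR of a further transcript, from 163920951 to 163933356, begins inside the interval, so its first part may have been counted. In the counts of both genes the 393P_ZEB1 samples were the higher ones, with log2 fold changes of 0.84 for Kif13a and 0.67 for Ap1s2 (adjusted p = 0.00368 and 0.0677 from edgeR). The paper made its search to find microRNA targets that act in trafficking. It states that the regulators higher in 393P_ZEB1 cells included predicted miR-200 targets belonging to an EMT signature.

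**Figure D2:**
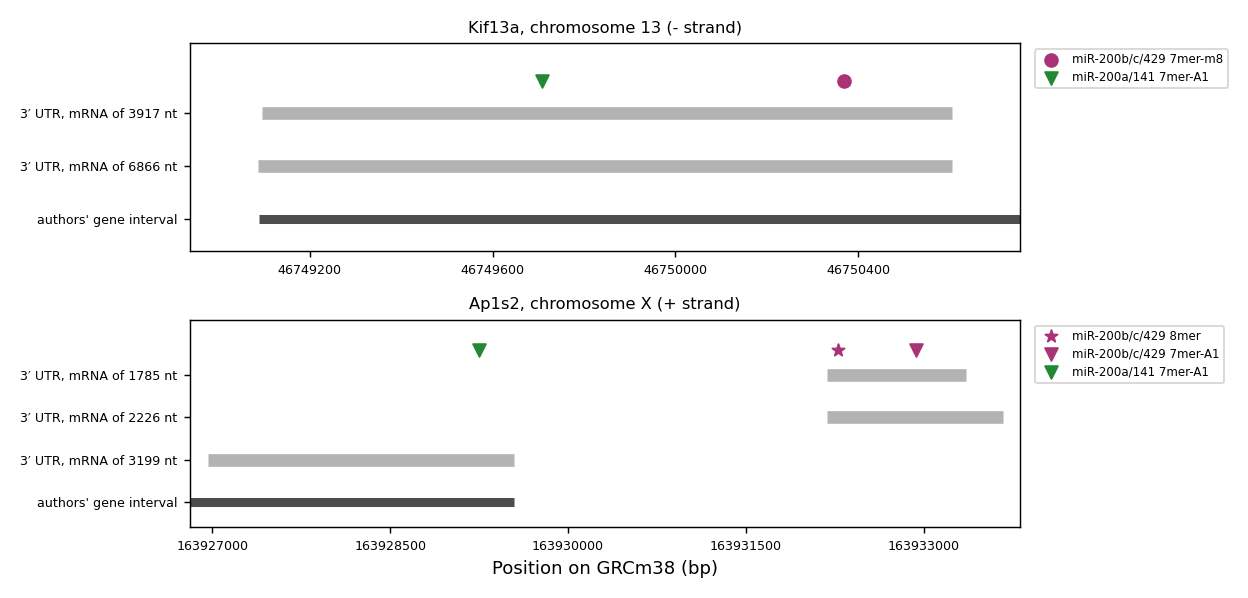
Positions on GRCm38 (x axis, bp) of the annotated uninterrupted 3′ UTRs of Kif13a (chromosome 13) and Ap1s2 (chromosome X), of miR-200 seed matches (symbols) and of the interval in which the authors counted reads (dark bar). The Kif13a 7mer-m8 at 46750369 lies inside the counted interval, and the Ap1s2 8mer at 163932280 lies past its end at 163929546.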

Quantitative PCR analysis carried out on 393P_ZEB1 cells and 393P_vector cells confirmed that 393P_ZEB1 cells have higher expression levels of multiple vesicular trafficking regulators (Fig. 7d), including KIF13A, a plus-end-directed microtubule-dependent kinesin motor protein that enhances intracellular vesicle transport from the perinuclear region to the PM^29–33^, and AP1S2, a clathrin-associated adapter protein complex subunit that recognizes sorting signals within the cytosolic tails of transmembrane cargo molecules to control cargo transport between endosomes and the *trans*-Golgi network^34–36^. In line with evidence that the KIF13A and AP1S2 3′-untranslated regions have functional miR-200 binding sites^37^, ectopic miR-200 expression mitigated ZEB1-induced KIF13A and AP1S2 expression (Fig. 7e). To assess KIF13A and AP1S2 as mediators of ZEB1-driven vesicular trafficking, we subjected 393P_ZEB1 cells to siRNA-mediated depletion of KIF13A or AP1S2 (Supplementary Fig. 5b) and found that KIF13A depletion abrogated ZEB1-driven acceleration of Tfn recycling to the PM but not CTxB retrograde trafficking to the Golgi, whereas AP1S2 depletion mitigated ZEB1-driven retrograde trafficking of CTxB to the Golgi but not Tfn recycling to the PM (Fig. 7f–j and Supplementary Fig. 5c, d). Thus, ZEB1 accelerates trafficking through endocytic recycling and retrograde pathways by relieving KIF13A and AP1S2 from microRNA-mediated silencing.

**Fig. 7:**
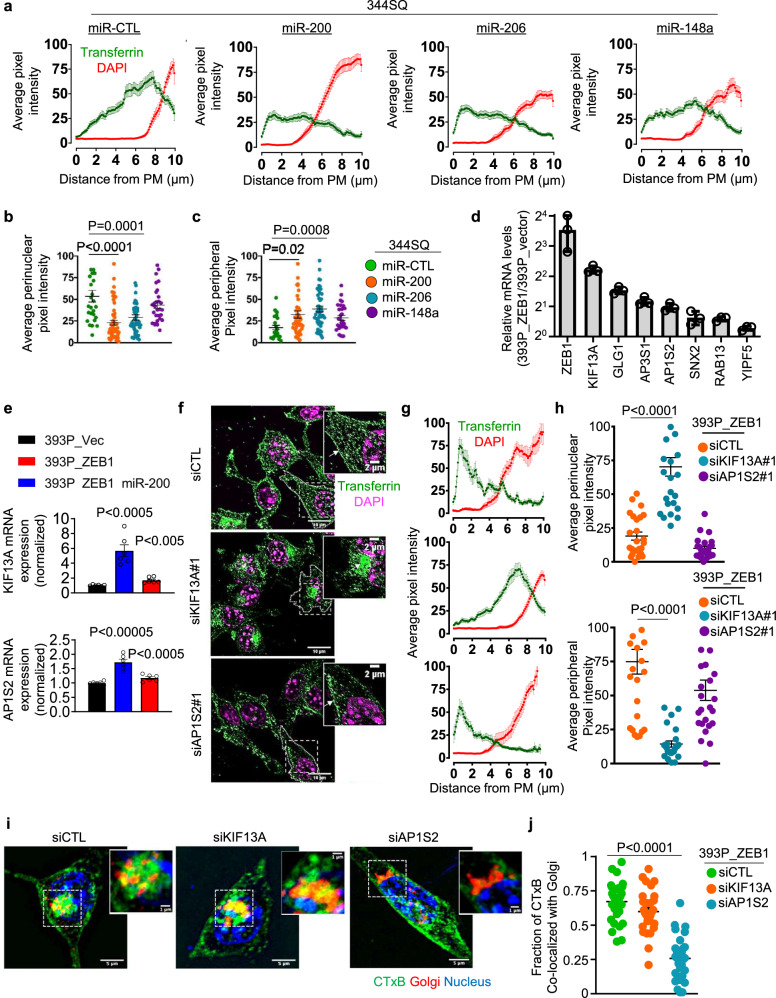
ZEB1 relieves regulators of vesicular trafficking from microRNA-dependent silencing. **a** Alexa 568-labeled Tfn and DAPI signal intensities (*y*-axis) on lines drawn from the PM inwards (*x*-axis) in 344SQ cells that have an ectopic expression of microRNAs or non-coding control oligomer (miR-CTL). Cells fixed 10 min after initiating endocytosis. Results represent averages of three linescans per cell. **b**, **c** Dot plots illustrate Tfn signal intensity in perinuclear (**b**) and peripheral (**c**) compartments in each cell (dot). *n* = 26 cells (miR-CTL), 53 cells (miR-200), 50 cells (miR-206), or 29 cells (miR-148a) from 3 independent experiments (**a**–**c**). **d** qPCR analysis of mRNA levels of vesicular trafficking regulators in 393P cells that have an ectopic expression of ZEB1 or empty vector. *n* = 3 independent experiments. **e** qPCR analysis of KIF13A and AP1S2 mRNA levels in 393P_ZEB1 cells that have an ectopic expression of the miR-200b/a/429 cluster or empty vector (miR-CTL). *n* = 6 independent experiments. **f**, **g** Merged confocal micrographs taken 1 h after initiating endocytosis. Scale bars: 10 µm, 2 µm (inset). Alexa 568-labeled Tfn has recycled back to the PM in 393P_ZEB1 cells transfected with siCTL or siAP1S2 but not siKIF13A, which induced a perinuclear staining pattern, suggesting a substantial delay in Tfn recycling, a conclusion supported by Alexa 568-labeled Tfn and DAPI linescan plots (**g**). *n* = 25 cells from 3 independent experiments. **h** Tfn signal intensities in perinuclear (top plot) and peripheral (bottom plot) compartments of each cell (dot). Values represent the maximal signal intensities in each cell. *n* = 25 cells from 3 independent experiments. **i** Merged confocal micrographs taken 1 h after initiating Alexa 488-labeled cholera toxin B (CTxB) treatment. Boxed areas are magnified (insets) to show that CTxB co-localization with Golgi is abrogated by siAP1S2 but not siKIF13A. Scale bars: 5 µm, 1 µm (inset). **j** Fractions of total CTxB that co-localized with GM130 in each cell (dot). *n* = 25 cells from 3 independent experiments. Data are presented as mean values ± SEM, or mean values ± SD (**d**); *P* values, one-way ANOVA.

In the LUAD cell line panel, a peripheral Tfn staining pattern was correlated with low metastatic activity and the absence of compact Golgi organelles that are essential for ZEB1-driven cell motility (Fig. 8a, b)^2^, which led us to assess whether ZEB1-dependent vesicular trafficking networks influence the establishment of a front-rear polarity axis. By utilizing scratch-wound assays in which cells on the wound front orient their Golgi and FAs toward the leading edge^38–40^, we found that siRNA-mediated depletion of KIF13A or integrin α5(ITGα5), a known driver of cell polarity^41–43^, mitigated FA polarization toward the leading edge of 344SQ cells (Fig. 8c, d and Supplementary Fig. 6a–c). Based on evidence that nascent FAs on the wound front undergo a maturation process marked by recruitment of a protein complex containing, among other components, integrins, and a surrounding actin mesh^44,45^, we quantified nascent FAs on the wound front and found that depletion of KIF13A or ITGα5 in 344SQ cells increased FA numbers and reduced FA sizes (Fig. 8e–g), suggesting a loss of FA maturation. Lastly, depletion of KIF13A, AP1S2, or ITGα5 reduced 393P_ZEB1 cell motility speed and directional persistence on fibronectin-coated plates, inhibited 344SQ cell motility and invasiveness in Boyden chambers, and suppressed 393P_ZEB1 cell invasiveness in 3-dimensional collagen (Fig. 8h–l and Supplementary Fig. 6d, e). These effects were recapitulated by treatment with ikarugamycin (Supplementary Fig. 6f, g), an inhibitor of clathrin-mediated endocytosis^46^. Thus, ZEB1-dependent vesicular trafficking drives the establishment of a front-rear polarity axis.

**Fig. 8:**
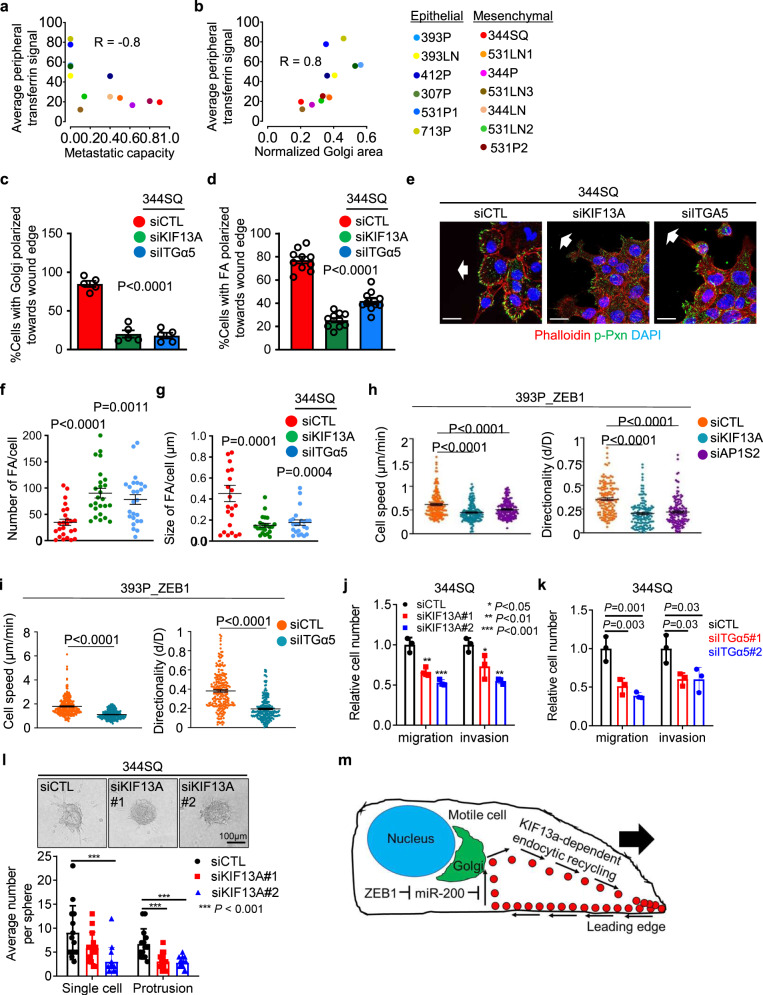
ZEB1-dependent vesicular trafficking facilitates the establishment of a front-rear polarity axis. **a**, **b** Correlation of peripheral Tfn signal intensity with metastatic capacity (**a**) and Golgi area (**b**) in murine LUAD cell lines fixed 10 min after initiating endocytosis. **c** Percentages of cells on the wound front with Golgi organelles polarized toward the leading edge. *n* = 5 independent experiments. **d** Percentages of cells on the wound front with FAs polarized toward the leading edge. *n* = 10 independent experiments. **e** Merged confocal micrographs of siRNA-transfected 344SQ cells stained with anti-phospho-paxillin (p-Pxn) antibody to detect FAs. The direction of cell migration on advancing front (arrow). Scale bars: 20 µm. **f**, **g** Plot showing average FA number (**f**) (*n* = 25 cells from 3 independent experiments) and size **g** (*n* = 23 cells from 3 independent experiments) per cell in the siRNA-transfected 344SQ cells (**e**). **h**, **i** Cell speed and directionality for each cell (dot) measured from automated tracking of 393P_ZEB1 cells seeded at low density on the fibronectin-coated surface and transfected with siRNAs against KIF13A (**h**), AP1S2 (**h**), or ITGα5 (**i**). **h** *n* = 180 cells (speed) or 143 cells (directionality) from 3 independent experiments. **i** *n* = 250 cells (speed) or 225 cells (directionality) from 3 independent experiments. **j**, **k** Migration and invasion assays in Boyden chambers for 344SQ cells transfected with KIF13A (**j**) or ITGα5 (**k**) siRNAs. *n* = 3 independent experiments. **l** Invasive activities of siRNA-transfected 393P_ZEB1 cells seeded as multicellular aggregates in collagen gels. Invasions scored as single-cell or collectively invasive protrusions. *n* = 14 aggregates from 3 independent experiments. Scale bars: 100 µm. **m** Model illustrating that ZEB1 activates KIF13A-dependent endocytic recycling to promote front-rear axis polarity and motility. Data are presented as mean values ± SEM, or as mean values ± SD (**j**–**l**); *P* values, two-tailed Student’s *t* test, or one-way ANOVA (**c**, **d**, **f**–**l**). *R* values, Spearman (**a**, **b**).

## Discussion

EMT is a transcriptionally governed process that initiates cell motility by generating a leading edge with actin-based cytoskeletal projections that cycle from back to front in motile cells^8,47^. Such dynamics require precise spatial and temporal control of vesicular trafficking. Yet, the way in which EMT-activating transcription factors govern vesicular trafficking networks that affect cell polarity change remains unclear. Here, we show that the EMT activator ZEB1 is a key regulator of endocytic vesicular transport dynamics that establish a front-rear polarity axis and drive cell motility (Fig. 8m). In the context of our prior report^2^, these findings suggest that ZEB1 coordinates Golgi dynamics with accelerated cargo transport to execute cell polarity change.

The speed with which PM-bound proteins are endocytosed and recycled back to the PM is determined by minus- and plus- end-directed molecular motors that govern directional endosome movement along microtubules to and from the perinuclear compartment^6^. In concert with components of the clathrin adapter AP-1 complex and the perinuclear recycling-associated Rabs, the kinesin motor proteins KIF13A and KIF13b regulate cargo trafficking from the perinuclear compartment towards the PM^29–33^. Findings presented here suggest that ZEB1 accelerates endocytosis of PM-bound proteins and drives endocytic recycling and retrograde trafficking of endocytosed proteins by relieving KIF13A and AP1S2 from microRNA-dependent silencing.

Endocytic vesicular trafficking plays a key role in establishing a front-rear polarity axis and determines the speed and persistence of directional cell migration^48–50^. Integrins are redistributed from the cell’s back to front via an endocytic pathway that is regulated by Numb, aPKC^51^, and the Scribble and Exocyst protein complexes, which tether transport vesicles to sites of fusion with the PM^52–54^. Integrin dimeric complexes are transported in ways that facilitate FA recycling and cell motility^48^. For example, non-ligand-bound ITG-β1 remains anchored to substratum as the cell moves forward and is transported in a retrograde fashion from trailing to leading-edge, whereas ligand-bound ITG-β1 and ITGα5 are transported via the endocytic recycling pathway^55,56^. Findings presented here suggest that both vesicular trafficking pathways are governed by ZEB1-driven transcriptional programs that affect cell polarity change.

EMT-related gene expression signatures mark LUAD patients who have advanced disease and a worse clinical outcome^57^. Findings presented here suggest that EMT drives a vesicular trafficking program that contributes to poor prognostic features and might be targeted with selective antagonists of kinesin family members, integrin heterodimeric complexes, and FA kinases that are under clinical development^58–61^.

## Methods

### Reagents

Murine LUAD cell lines were derived previously^17^. We purchased MDCK cells and human LUAD cell lines from ATCC; conjugated and unconjugated transferrin, EZ-Link Sulfo-NHS-SS-Biotin, conjugated Streptavidin, Lipofectamine 3000, fetal bovine serum (FBS), donkey serum, HEPES-buffered media, Live-cell imaging solution, Dulbecco’s minimal essential medium (DMEM), phosphate-buffered saline (PBS), RPMI-1640, phalloidin, CtxB, Cell-Light reagents, type I collagen, SYBR Green, TRIzol, paraformaldehyde, d-Glucose, bovine serum albumin (BSA), DAPI, Hoechst, DRAQ5, and Triton X-100 from Thermo Fisher Scientific; puromycin from InvivoGene; Transwell and Matrigel-coated Boyden chambers from BD Biosciences; Glass-bottom dishes and multiwell plates from MatTek; Trypsin, G418, and Penicillin–Streptomycin solutions from Corning; qScript cDNA superMix from Quanta Biosciences; saponin and siRNAs from Sigma; 10 × Cell lysis buffer and protease/phosphatase inhibitor cocktail from Cell Signaling Technologies; Zenon Mouse IgG2a Labeling Kit from Thermo Fisher Scientific; primary antibodies against LAMP1 (#9091, 1:100 dilution for immunofluorescence), MET (#8198, 1:1000 dilution for WB), phospho-MET (#3077, 1:1000 dilution for WB), phospho-Paxillin (Tyr118) (#2541, 1:100 dilution for immunofluorescence), and Rab11 (#5589, 1:100 dilution for immunofluorescence) from Cell Signaling Technologies; and primary antibody against MET (#AF276, 1:100 dilution for immunofluorescence) and recombinant human HGF protein (#294-HG-005/CF) from R&D Systems. Alexa Fluor-tagged secondary antibodies (#A-11055, 1:1000 dilution for immunofluorescence; #A-32787, 1:1000 dilution for immunofluorescence; #A-10042, 1:500 dilution for immunofluorescence) from Thermo Fisher Scientific. Horseradish peroxidase (HRP)-conjugated secondary antibodies (#7074P2, 1:1000 dilution for WB; #7076P2, 1:1000 dilution for WB) from Cell Signaling Technologies. mCh-Rab5 was a gift from Gia Voeltz (Addgene plasmid #49201; http://n2t.net/addgene:49201; RRID:Addgene_49201)^62^.

### Cell culture

Murine and human LUAD cell lines were cultured in RPMI-1640 with 10% FBS. MDCK cells were cultured in DMEM with 10% FBS. Cells were maintained at 37 °C in an incubator with a humidified atmosphere containing 5% CO_2_. Cells were transfected with vectors using Lipofectamine 3000, and stable transfectants were selected for 2 weeks using puromycin or G418. Cell-Light BacMam baculoviral Golgi-RFP was used at 30–50 particles per cell and incubated for 36–48 h before imaging.

### Quantitative RT-PCR

Total RNA was isolated from cells using TRIzol and subjected to reverse transcription and qPCR analysis as described^2,16^. mRNA levels were normalized based on ribosomal protein L32 (Rpl32) mRNA. MicroRNA levels were quantified using stem–loop RT-PCR assays as described^2,16^. Primer sequences are listed in Supplementary Table 1.

### Cell migration and invasion assays in Boyden chambers

As described previously^2^, migration and invasion assays were performed in Transwell and Matrigel-coated Boyden chambers, respectively. For single-cell tracing assays, 1 × 10^4^ cells per well were seeded on fibronectin-coated, glass-bottom 24-well plates. Cells were imaged at 5-min intervals for 24 h in DIC mode using a 20 × 0.75 NA Air objective on an Eclipse TiE inverted microscope (Nikon) using NIS Elements V4.40 software. For Boyden chambers, 2 × 10^4^ cells were seeded in the upper wells of Transwell and Matrigel chambers, respectively (BD Biosciences) and allowed to migrate toward 10% FBS in the bottom wells. After 8–10 h of incubation, migrating, or invading cells were stained with 0.1% crystal violet, photographed, and counted.

### Multicellular aggregate invasion assays in three-dimensional collagen

Multicellular aggregates were generated in hanging drops by creating suspensions of 2000 cells in 25-μl droplets for 48 h to ensure multicellular aggregation, at which point the aggregates were washed with medium, mixed with 2 mg/ml of rat-tail collagen I solution (BD Biosciences), and polymerized at 37 °C in an incubator. Complete medium was added, and the aggregates were imaged under a bright-field microscope 12 h after seeding. Multi-cellular protrusions and single migratory cells were manually counted.

### In-cell ELISA

These assays are based on a previous report^63^. To quantify Tfn endocytosis, 2 × 10^4^ cells per well were seeded on gelatin-coated 96-well plates and incubated for 15 h before transferring to ice and treating with 5 µg/ml biotinylated-Tfn in live-cell imaging media (phenol-red free HEPES-buffered media containing 140 mM NaCl, 2.5 mM KCl, 1.8 mM CaCl2, 1 mM MgCl2, 20 mM HEPES, mOsm 300, pH 7.4 and supplemented with 0.2% BSA and 5 mM d-Glucose) at 37 °C for various time periods. Cells were transferred to the ice to stop endocytosis, and surface-bound Tfn was removed by three washes with stripping buffer (0.2 M acetic acid, 0.2 M NaCl, pH 2.5). Cells were then washed with ice-cold PBS, fixed in 4% paraformaldehyde for 20 min, and permeabilized with 0.1% Triton X-100 for 10 min. Microplates were analyzed in Molecular Devices SpectraMax M series multi-mode microplate reader using SoftMax Pro software. Endocytosed Tfn was assessed using Streptavidin-HRP and quantified as the percentage of total surface-bound Tfn measured in parallel. To correct for well-to-well variability in cell number, results were normalized based on total protein levels with a BCA readout at 560 nm. To quantify Tfn recycling, cells were washed with ice-cold PBS on ice after the stripping step described above and incubated with 2 mg/ml holo-Tfn at 37 °C for various time periods. Cells were washed in stripping buffer and PBS, fixed, and detected as described above. Intracellular biotinylated-Tfn levels were expressed relative to total internalized Tfn. Recycled Tfn is defined as the fraction of total internalized Tfn that is lost after the final stripping.

### Vesicular trafficking assays

For imaging-based assays of Tfn endocytic trafficking and pulse-chase recycling, 1 × 10^5^ cells per well were seeded on type I collagen-coated glass-bottom dishes and incubated for 12–18 h. Biotinylated Tfn was replaced with 25 µg/ml of Alexa Fluor 568-labeled Tfn^64^. Cells were permeabilized, labeled with DAPI, and imaged. For retrograde vesicular trafficking assays, cells were placed on ice for 10 min, incubated with 1ug/ml fluorescent CTxB for 10 min, washed in ice-cold live-cell imaging medium, and subjected to live-cell imaging immediately or incubated at 37 °C for 1 h and fixed on ice.

### MET trafficking assay

Adapted from a previous report^65^, the cells were washed three times with PBS and then starved in RPMI 1640 medium without FBS for 16 h at 37 °C. Cells were incubated with 250 ng/ml HGF in RPMI 1640 medium for 30 min at 4 °C, washed with cold PBS, and then incubated in pre-warmed RPMI 1640 medium at 37 °C for the indicated times. Cells were then washed with ice-cold PBS to stop the chase, formalin-fixed, stained with antibodies against MET, EEA1, Rab11, and LAMP1, and imaged.

### Western blotting

Cells cultured in each well of a 6-well plate at 80% confluency were washed three times with PBS and harvested/resuspended in 150–200 μl of 2 × Laemmli buffer (Bio-Rad). The cell lysate was boiled for 10 min and loaded onto an SDS gel. After transferring to a nitrocellulose membrane (Bio-Rad), membranes were blocked with 5% milk in TBST buffer and were probed with primary antibodies diluted in 5% BSA in TBST buffer. HRP-conjugated secondary antibodies were used according to the manufacturers’ instructions. Quantitative analysis was performed by using ImageJ software (NIH).

For HGF-induced degradation of MET, after siRNA transfection, the cells were seeded in each well of a 6-well plate containing RPMI 1640 with 10% FBS. Eight hours after seeding, cells were washed three times with PBS and starved in RPMI 1640 without FBS for 16 h. The cells then were untreated or treated with 100 ng/ml of HGF in the presence of cycloheximide (40 µg/ml) for the indicated times. After HGF stimulation, cells were washed three times with PBS and harvested/resuspended in 150–200 μl of 2 × Laemmli buffer. Cell lysates were subjected to Western blotting and image analysis as described above.

### Live and fixed cell imaging

Cells were seeded on fibronectin- or type I collagen-coated cover glass (#1.5). Live cells were imaged in live-cell imaging media within incubation chambers. For fixed-cell imaging, cells were fixed using 4% paraformaldehyde for 10 min, permeabilized using 0.1% Triton X-100 for 5 min or with 0.1% saponin for the entire period, and blocked with 3% BSA/2% donkey serum, with or without saponin for 30 min. F-actin was detected using Alexa Fluor–conjugated phalloidin. Primary antibody incubation was performed in blocking buffer for 1 h at room temperature or overnight at 4 °C, followed by Alexa Fluor-conjugated secondary antibodies (1:500) in blocking buffer for 1 h at room temperature. Nuclei were counterstained with DAPI and a cover glass was mounted using Vectashield (H-1000). Each step was followed by washing three times with PBS, which was also used as the solvent in all steps.

### Microscopy

Confocal imaging was performed on an A1 + platform (Nikon Instruments) equipped with 63 ×/1.4 NA Oil, 100 ×/1.45 NA Oil, and 20×/0.75 NA Air objectives; 405/488/561/640 nm laser lines; GaAsP detectors; and Okolab stage top incubator. Images were acquired using NIS-Elements software (Nikon instruments). Widefield and live-cell imaging were performed on an automated Eclipse TiE (Nikon Instruments) microscope equipped with the same objectives as above, LED light for illumination, DSQi2 CMOS camera for detection, and an Okolab cage incubation system. For some live-cell imaging experiments, an Andor Revolution XDi microscope (Oxford Instruments) equipped with Yokogawa WD spinning disc, Borealis illumination, 60 ×/1.35 NA Silicone objective; 405/488/561/640 nm laser lines; iXon Ultra 888 EMCCD and Zyla 4.2 sCMOS cameras; Andor iQ software; and stage top Tokai Hit incubator was used. Wherever applicable, Nyquist sampling criteria were followed to ensure proper sampling for deconvolution purposes. Routine widefield fluorescence, bright field, and phase-contrast imaging were performed on an IX71 microscope (Olympus).

### Image processing and quantitative analysis

Raw images were iteratively deconvolved (Huygens Professional, Scientific Volume Imaging, VB) and further processed/analyzed in Imaris 9.6 (Bitplane software, Oxford instruments) with MATLAB XTensions and Fiji/ImageJ (www.imagej.nih.gov). Linescan plots^66,67^ were generated by drawing multiple fixed-length and -width lines from the periphery to the center of cells in RGB overlay images using the RGB profile plot function in ImageJ. Cell outlines visible in inverted images of the Tfn channel (Supplementary Fig. 1F) were used to draw line profiles. Co-localization analysis (Huygens Professional) was plotted using Manders’ coefficients expressed as the fraction of red or green pixels overlapping with each other. A particle analyzer (ImageJ) was used to measure FA parameters as described^68,69^. Time-lapse videos were analyzed for single-cell and vesicle trajectories in the Imaris spots tracking module in Surpass mode^70–73^. Golgi and FA polarity^39,74^ were assessed in GM130- and phospho-paxillin-stained cells at the leading edge of scratch wounds by drawing lines that radiate from the center of the nucleus to either edge of the cell’s migratory front. A cell was scored as polarized if the region between the two lines encompasses the majority of the GM130- or phospho-paxillin-stained structures. Co-localization of MET with endosomal markers was assessed in Imaris 9.6 (co-localized spots feature) to quantify pixels in different channels that overlap.

### Biotinylation

Cell-surface biotinylation was performed as described^75^. 393P_vector cells and 393P_ZEB1 cells were treated for 30 min on ice with a cleavable and membrane-impermeable biotin moiety (Thermo Fisher Scientific EZ-Link™ Sulfo-NHS-SS-Biotin). Cells were either transferred to 37 °C to initiate endocytosis or left on ice as a control for total PM-associated biotinylated proteins (*T* = 0). After a stripping step to remove unincorporated biotin from the PM, cells were stained with fluorescent streptavidin and imaged.

### Statistics and reproducibility

Unless mentioned otherwise, all micrographs, blots, and results shown are representative of at least three independently replicated experiments. Values shown are the means ± standard error of the means from triplicate samples or randomly chosen cells within a field unless stated otherwise. Statistical evaluations were carried out with Prism 8 (GraphPad Software, Inc.). Heat maps were generated using JavaTreeView^76^. Unpaired two-tailed Student *t* tests or ANOVA were used to compare means for two or more groups, respectively, and *P* values < 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Reporting Summary

## Data Availability

All data associated with this study are present in the paper and the Supplementary Information. Source data are provided with this paper. RNA-seq data that support the findings of this study have been deposited in Gene Expression Omnibus (accession number GSE102337). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: The EMT activator ZEB1 accelerates endosomal trafficking to establish a polarity axis in lung adenocarcinoma cells
**Source:** Nat Commun. 2021 Nov 3;12:6354. doi: 10.1038/s41467-021-26677-y
**Supplement:** Supplementary file 1 — Supplementary Information

# EMT activator ZEB1 accelerates endosomal trafficking to establish a polarity axis in lung adenocarcinoma cells

## Supplementary Information

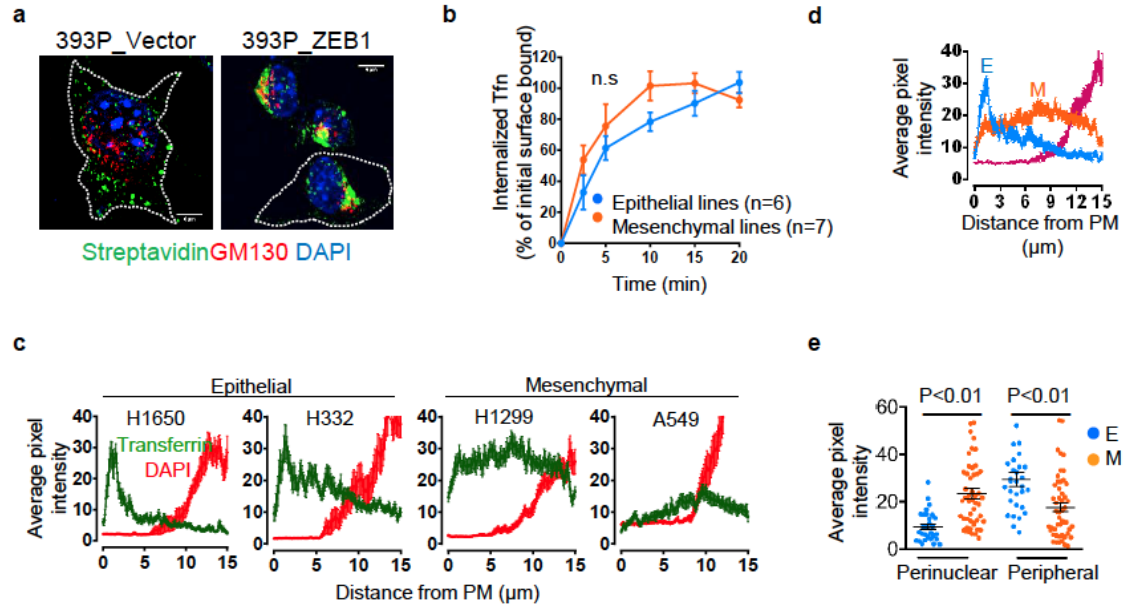

**Supplementary Figure 1. Distinct transferrin (Tfn) trafficking patterns in epithelial and mesenchymal LUAD cells.** (a) Merged confocal micrographs taken 30 min after initiating endocytosis of labeled biotin. Cells treated with Alexa-488 labelled streptavidin and stained with anti-GM130 to detect endocytosed biotin and Golgi, respectively. Cells are outlined (dashed lines). Scale bars: 5  $\mu$ m. (b) In-cell ELISA of intracellular Tfn levels in epithelial (E, n=6) and mesenchymal (M, n=7) murine LUAD cell lines. Results normalized based on total protein content. (c) Alexa 568-labelled Tfn and DAPI intensities (Y axis) plotted on lines drawn from PM inwards (X axis) in human LUAD cell lines fixed 30 min after initiating endocytosis. Results are averages of 3 linescans per cell,  $\geq 25$  cells per cell line. (d) Tfn and DAPI signals from (c) were expressed as mean values for epithelial ('E', n=2) and mesenchymal ('M', n=2) human LUAD cell lines. (e) Tfn signal intensities in perinuclear and peripheral compartments of each cell (dot) from (c). n = 30 cells (epithelial) or 50 cells (mesenchymal) from 3 independent experiments. Data are presented as mean values  $\pm$  SEM; *P* values, two-tailed Student's *t*-test.

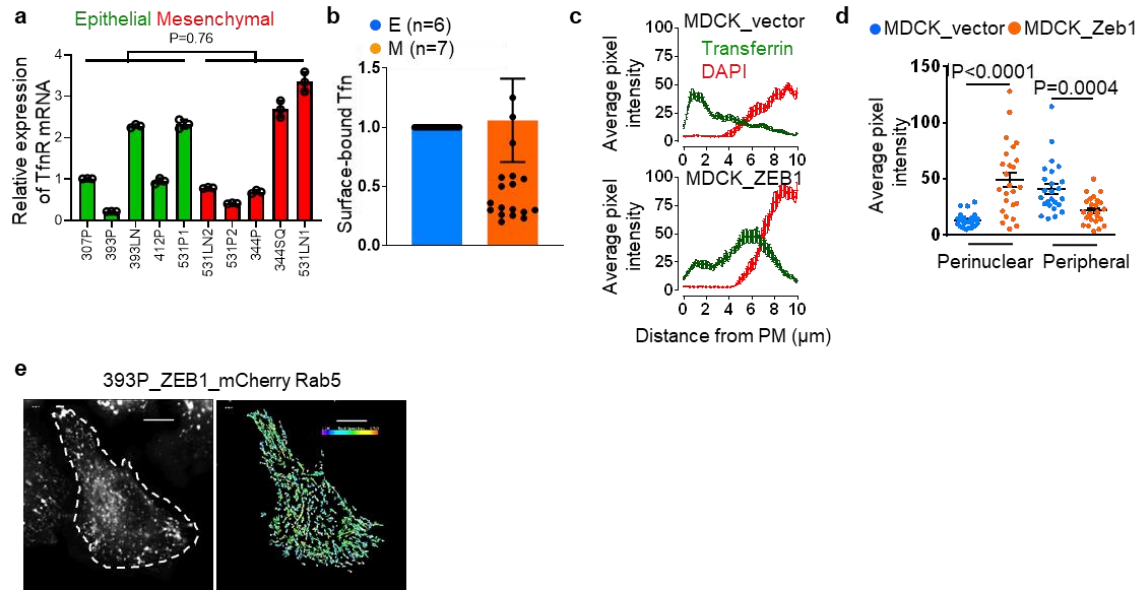

**Supplementary Figure 2. ZEB1 accelerates endocytic vesicle trafficking.** (a) qPCR analysis of transferrin receptor (TfnR) levels in murine LUAD cell lines. Values expressed relative to 307P. n = 3 independent experiments. (b) In-cell ELISA of surface-bound Tfn levels in epithelial ('E', n=6) and mesenchymal ('M', n=7) murine LUAD cell lines. Results normalized based on total protein content. (c) Alexa 568-labelled Tfn and DAPI signal intensities (Y axis) on lines drawn from PM inwards (X axis) in MDCK cells that have ectopic expression of ZEB1 or empty vector and were fixed 10 min after initiating endocytosis. Results are averages of 3 linescans per cell, n = 25 cells per cell line. (d) Tfn signal intensities in perinuclear and peripheral compartments of each cell (dot) from (c). Values represent the maximal signal intensities in each cell. n = 25 cells from 3 independent experiments. (e) Spinning disc confocal micrograph of a living 393P\_ZEB1 cell stably expressing mCherry-tagged Rab5, an early endosomal marker (left image). Cells is outlined (dotted line). Vesicle tracks identified by automated vesicle tracking (right image). Live cell imaging was performed for 10 min at 1 sec intervals. Vesicle speed is color-coded (slow, blue; fast, red). Scale bars, 10 μm. Data are presented as mean values +/- SEM, or as mean values +/- SD (a); P values, two-tailed Student's t-test.

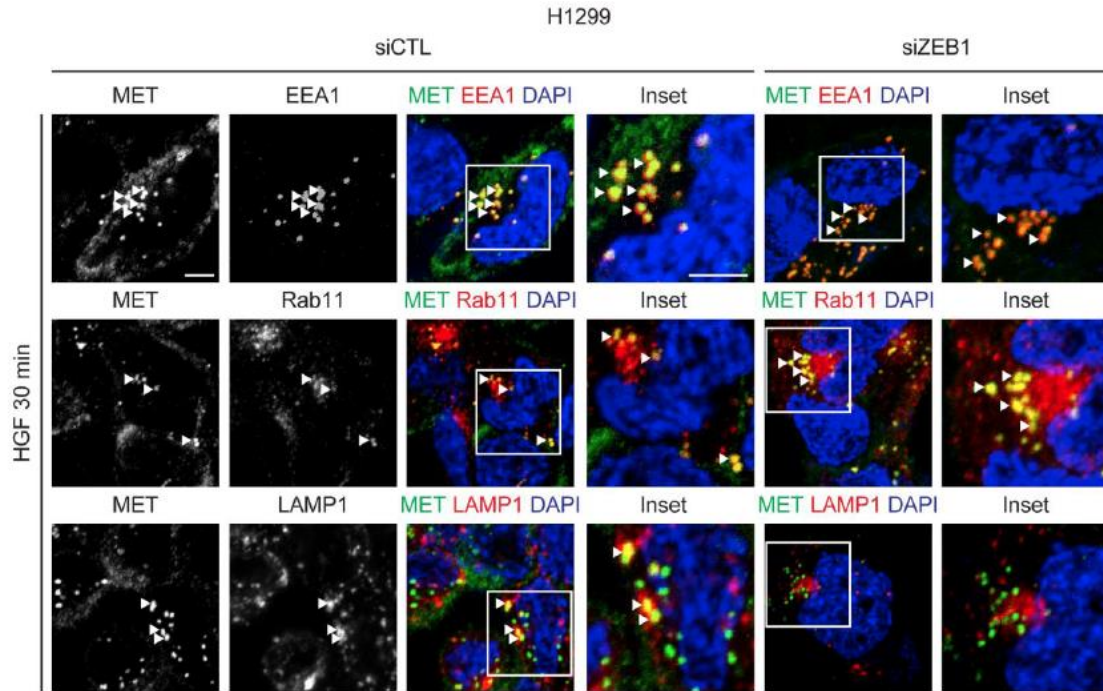

**Supplementary Figure 3. ZEB1 influences intracellular trafficking of MET.** Confocal images of control (siCTL) and ZEB1 siRNA-transfected H1299 cells co-stained with antibodies against endogenous MET, EEA1, Rab11, and LAMP1. Cells were incubated at 4°C with 250 ng/ml HGF for 30 min, washed, incubated at 37°C for 30 min, fixed, and stained. Single-channel and merged images (left-to-right, panels 1-2 and 3-6, respectively). Boxed areas are magnified (insets). Scale bars, 5  $\mu$ m. Co-localized structures in siCTL-transfected cells are indicated (arrowheads). Quantified results are shown in Fig. 5b.

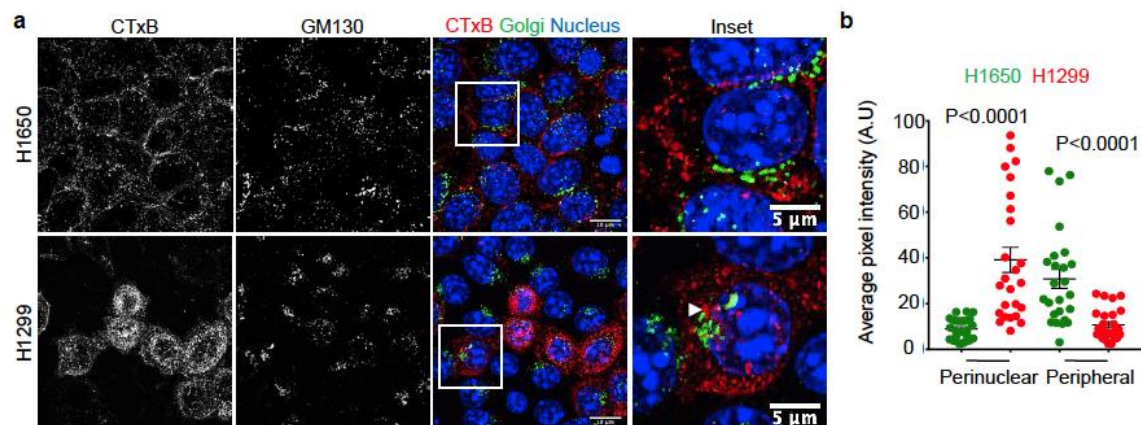

**Supplementary Figure 4. Distinct cholera toxin B (CTxB) trafficking patterns in epithelial and mesenchymal human LUAD cells.** (a) Single-channel and merged confocal micrographs taken 1 h after initiating Alexa 488-labeled CTxB treatment. Single-channel images show that CTxB staining is primarily PM-adjacent in epithelial H1650 cells and cytoplasmic in mesenchymal H1299 cells. CTxB co-localization with Golgi is detectable in H1299 cells, albeit far less so than at the same time point in 393P\_ZEB1 cells (Fig. 6b) owing to a slower trafficking rate in the human cells. Scale bars: 10  $\mu$ m, 5  $\mu$ m (inset). (b) CTxB signal intensities in perinuclear and peripheral compartments of each cell (dot). n = 25 cells from 3 independent experiments. Values represent the maximal signal intensities in each cell. Data are presented as mean values  $\pm$  SEM; *P* values, two-tailed Student's *t*-test.

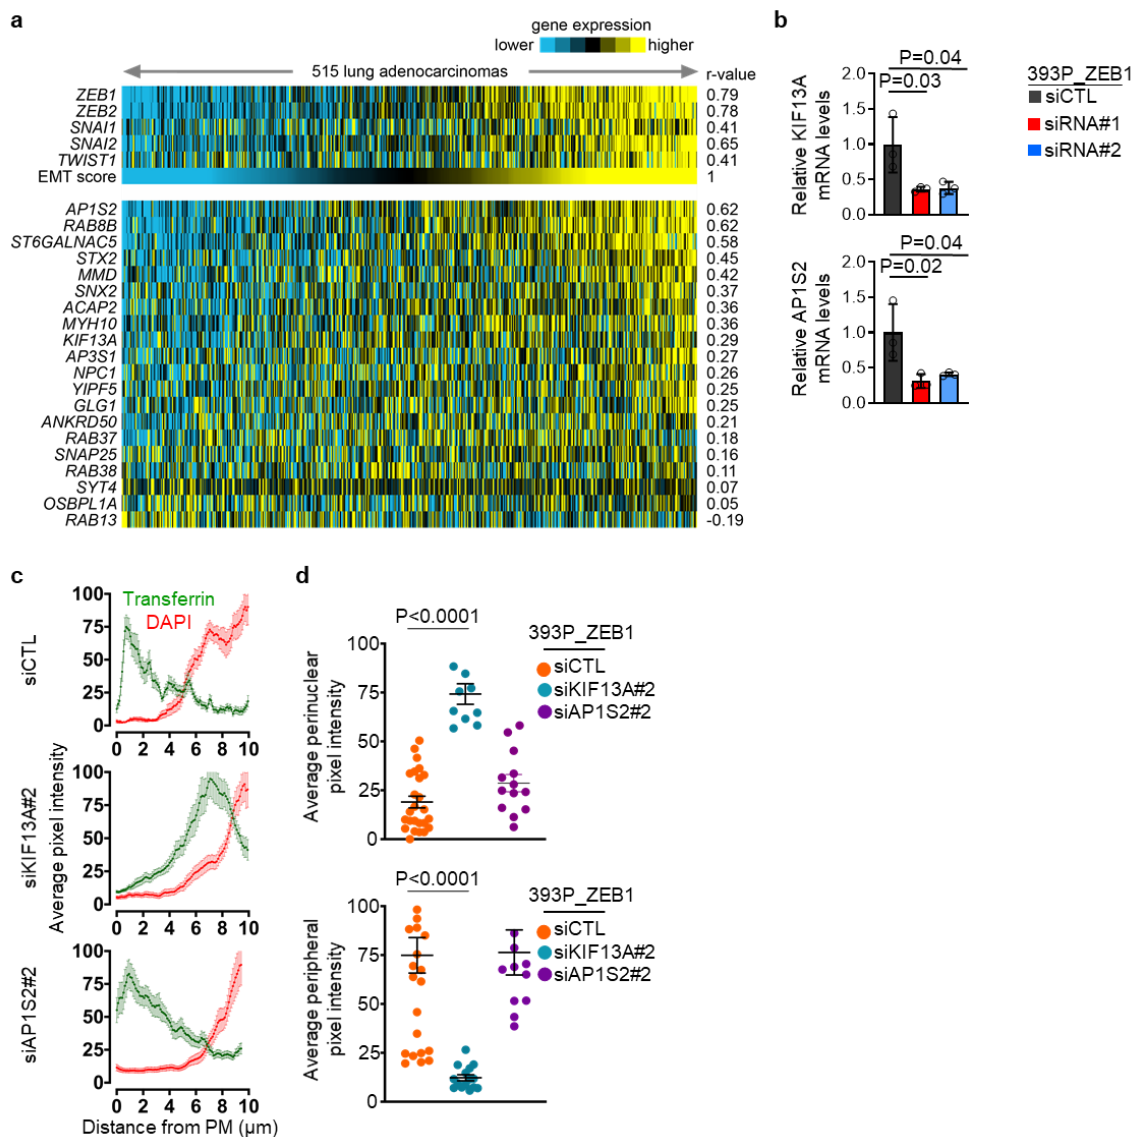

**Supplementary Figure 5. High KIF13A levels are associated with EMT and mediate ZEB1-driven endocytic vesicular recycling.** (a) Heat map depicts correlation between EMT scores and expression levels (high, yellow; blue, low) of vesicular trafficking regulators (rows) in TCGA LUADs (columns). Tumors are ordered from left-to-right based on increasing EMT score. EMT score is based on the Byers *et al.* signature<sup>1</sup> as previously computed across TCGA RNA-seq profiles<sup>2</sup>. Vesicular trafficking regulators (n=20 genes) in the bottom heat map are more highly expressed in 393P\_ZEB1 cells than 393P\_vector cells<sup>3</sup>. EMT-activating transcription factors (top panel, n=5 genes) included as a control. Gene correlations by Pearson's using log-transformed expression values. Expression values normalized to standard deviations (SDs) from the sample median. (b) qPCR analysis of siRNA targets in 393P\_ZEB1 cells transfected with KIF13A, AP1S2, or control

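Expression of the 20 vesicular trafficking regulators in 393P_ZEB1 and 393P_vector cells can be read from the RNA sequencing counts, with 3 samples of each and between 54442450 and 79158012 counts per sample. Values are CPM, the counts scaled to the TMM-normalized library size, and fold changes are from edgeR's quasi-likelihood test, with adjustment over 13892 genes. All 20 genes were higher in 393P_ZEB1 cells, with log2 fold changes from 0.64 to 5.82 and a median of 1.02, and 10 of them changed at least 2-fold. Of the 20, 10 lie on chromosomes 11, 16 and 18, whose genes as a whole were shifted up in 393P_ZEB1 cells. Snx2, Npc1 and Yipf5, on chromosome 18, were less than 2 standard errors above the median of that chromosome. The p-values do not separate such differences between the lines from an effect of ZEB1. For 19 genes the adjusted p from edgeR was 0.012 or smaller, and Ap1s2 was the exception, at 0.0677. The largest change was in Snap25, on chromosome 2 from 136713450 to 136782428, with 0.0488 ± 0.0346 CPM (SD, n = 3) in 393P_vector cells and 2.71 ± 0.827 CPM (SD, n = 3) in 393P_ZEB1 cells. In 393P_vector cells Snap25 and St6galnac5 were at about the smallest level the depth can show, between 0.0379 and 0.0551 CPM for 3 counts, so the sizes of their changes are imprecise (log2 fold changes of 5.82 and 2.45, standard errors 0.47 and 0.42). St6galnac5, on chromosome 3 from 152820710 to 152982207, stayed low in 393P_ZEB1 cells at 0.284 ± 0.0736 CPM (SD, n = 3). Syt4 and Rab37 were also low, at 1.69 ± 0.33 and 1.1 ± 0.152 CPM (SD, n = 3) in 393P_ZEB1 cells. The most abundant regulator was Ankrd50, on chromosome 3 from 38449261 to 38484816, with 219 ± 37.1 CPM (SD, n = 3) in 393P_vector cells and 385 ± 60.8 CPM (SD, n = 3) in 393P_ZEB1 cells. The smallest adjusted p was that of Osbpl1a, on chromosome 18 from 12755312 to 12941841, with a log2 fold change of 1.63 (standard error 0.12, adjusted p = 3.21e-05 from edgeR). Rab38 and Rab13 changed by a similar amount, with log2 fold changes of 1.65 and 1.64 and standard errors of 0.21 and 0.17. The smallest change was in Rab8b, on chromosome 9 from 66843664 to 66919705, where CPM rose from 36.0 ± 5.46 (SD, n = 3) to 55.9 ± 5.5 (SD, n = 3), a log2 fold change of 0.64 (standard error 0.14, adjusted p = 0.0109 from edgeR). No 393P_vector sample exceeded a 393P_ZEB1 sample for any of the 20 genes (exact permutation p = 0.1 for each gene, the smallest that 3 samples against 3 allow). A test against a fold change of 1.5 in place of no change retained 12 of the 20 genes, the largest drop among the alternatives. Of the EMT-activating transcription factors in the same heat map, Zeb1, Zeb2 and Twist1 were higher in 393P_ZEB1 cells, with log2 fold changes of 1.26, 0.80 and 2.21 (adjusted p = 6.06e-05, 0.000603 and 0.00194 from edgeR). Snai1 and Snai2 did not pass the threshold in the main fit, with log2 fold changes of 0.27 and -0.03 (adjusted p = 0.534 and 0.919 from edgeR). For Snai1 this depended on 393P_vector replicate 3, at 2.7 CPM against 1.36 and 1.43 CPM in replicates 1 and 2, and without that replicate its change was 0.67 (adjusted p = 0.0335 from edgeR).

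**Figure D3:**
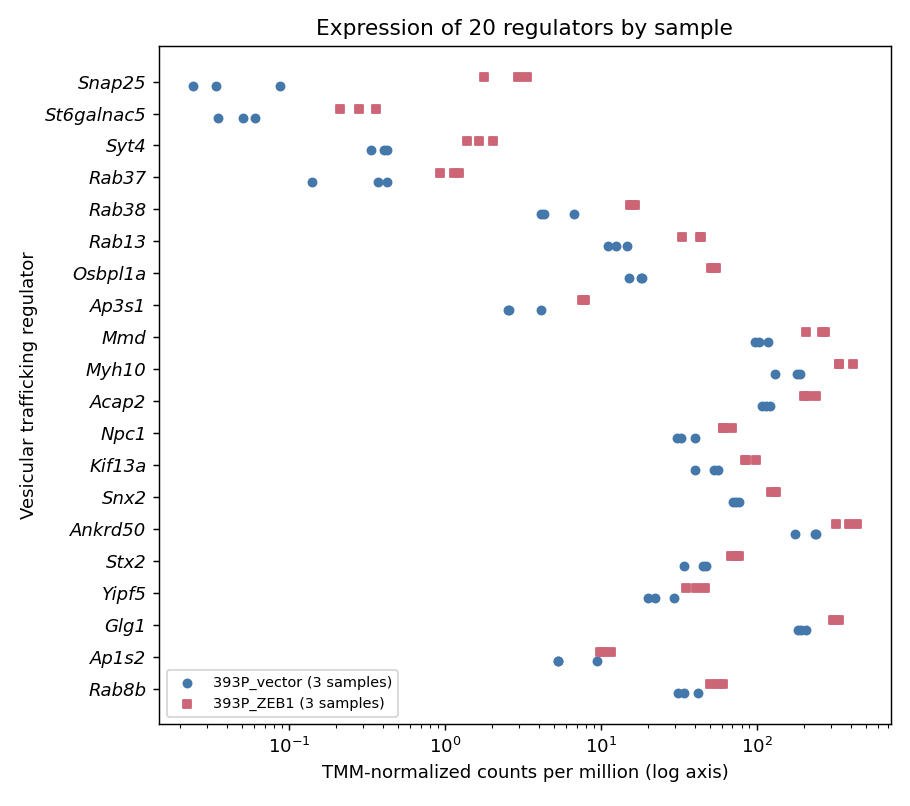
TMM-normalized CPM (x axis, log scale) of the 20 regulators in the 3 393P_vector samples (circles) and the 3 393P_ZEB1 samples (squares), ordered from the smallest log2 fold change, 0.64, to the largest, 5.82. In every row the 3 squares lie to the right of the 3 circles, most narrowly for Ap1s2.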

(siCTL) siRNAs.  $n = 3$  independent experiments. **(c)** Alexa 568-labelled Tfn and DAPI signal intensities (Y axis) on lines drawn from the PM inwards (X axis) in siRNA-transfected 393P\_ZEB1 cells. Cells fixed 10 min after initiating endocytosis. Results represent averages of 3 linescans per cell.  $n = 25$  cells (siCTL), 15 cells (siKIF13A #2), or 12 cells (siAP1S2 #2). **(d)** Tfn signal intensities in perinuclear (top dot plot) and peripheral (bottom dot plot) compartments of each cell (dot). Values represent the maximal signal intensities in each cell.  $n = 25$  cells (siCTL), 15 cells (siKIF13A #2), or 12 cells (siAP1S2 #2). Data are presented as mean values  $\pm$  SEM, or as mean values  $\pm$  SD (b); R value, Spearman;  $P$  values, two-tailed Student's  $t$ -test.

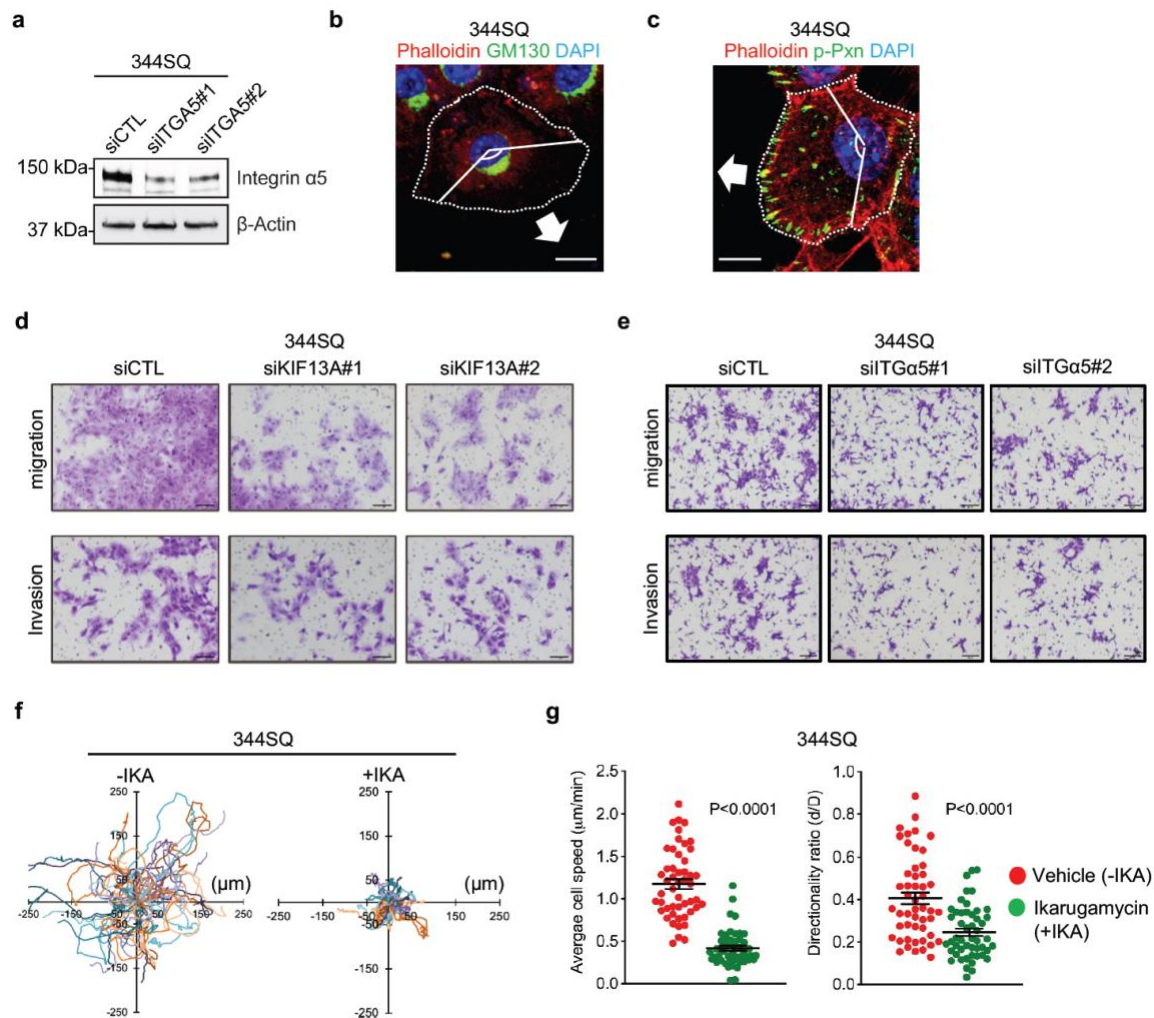

**Supplementary Figure 6. ZEB1-dependent endocytic recycling facilitates the establishment of a front-rear polarity axis.** (a) Western blot analysis of ITGα5 levels in siRNA-transfected 344SQ cells. (b, c) Merged confocal micrographs of 344SQ cells with polarized Golgi organelles (b) or FAs (c) based on staining with anti-GM130 or -phosphopaxillin (p-Pxn) antibodies, respectively. Direction of cell migration on advancing front (arrow). Lines drawn from the center of the nucleus to the lateral edges of the cell describe a 120° arc that defines the polarity quadrant. Scale bars: 20 μm (b), 10 μm (c). (d, e) Micrographs of migrated and invaded cells in Boyden chambers. 344SQ cells transfected with KIF13A (d) or ITGα5 (e) siRNAs. Scale bars: 200 μm. (f) Origin-normalized plots of single cell trajectories. 344SQ cells were pre-treated for 3 h with (+) or without (-) 4 μM Ikarugamycin (IKA) and then subjected to 8 h of tracking. (g) Speed and directionality were determined for each cell (dot) in (f). n = 50 cells from 3 independent experiments. Data are presented as mean values +/- SEM; P values, two-tailed Student's t-test.

**Supplementary Table 1. List of qPCR primers.**

| Gene     | Forward (5'-3')         | Reverse (5'-3')          |
|----------|-------------------------|--------------------------|
| AP1S2#2  | GAAAGCTTCGACTGCAGAAATG  | TCTTGGGTTTCCGTGCTAAA     |
| AP3S1    | CGCAACAGCAAATCATCAGGGAG | TGAGCTTGTTGTCAGAGCCTCC   |
| GLG1     | AAGTGGTGCAGTGAGAAGACGG  | CGGACTCTAACTCGGTGAGGTT   |
| ITGa5    | ACCTGGACCAAGACGGCTACAA  | CTGGGAAGGTTTAGTGCTCAGTC  |
| KIF13A   | GACCAGTGTGAGTCTACAGTGG  | CCAGGAACTCTTCTGTGACAGTC  |
| KIF13A#2 | TGGCTTCGATGAAGACGATAAG  | AGGTGAGTCCCTGGGTAAA      |
| Rab13    | ATCCGAACCGTGGACATAGAGG  | ATGGCTCCACGGTAATAGGCGG   |
| SNX2     | TGAGGATGGTGAACAAGGCTGC  | AGACCAAGGCTTCAACACTGGC   |
| Tfrc     | GAAGTCCAGTGTGGGAACAGGT  | CAACCACTCAGTGGCACCAACA   |
| Yipf5    | GAAGTGGAGGACCCTACAGCAA  | TGCCCAGTGTATGTCTGCTGTG   |
| ZEB1     | GCTCAGCCAGGAACCCGCAG    | TGGGCACCCTCTGCCACACA     |

## Supplementary References

1. Byers LA, *et al.* An epithelial-mesenchymal transition gene signature predicts resistance to EGFR and PI3K inhibitors and identifies Axl as a therapeutic target for overcoming EGFR inhibitor resistance. *Clin Cancer Res* **19**, 279-290 (2013).
2. Gibbons DL, Creighton CJ. Pan-cancer survey of epithelial-mesenchymal transition markers across the Cancer Genome Atlas. *Dev Dyn* **247**, 555-564 (2018).
3. Yang Y, *et al.* ZEB1 sensitizes lung adenocarcinoma to metastasis suppression by PI3K antagonism. *J Clin Invest* **124**, 2696-2708 (2014).

# Supplementary material for: The EMT activator ZEB1 accelerates endosomal trafficking to establish a polarity axis in lung adenocarcinoma cells
**Source:** Nat Commun. 2021 Nov 3;12:6354. doi: 10.1038/s41467-021-26677-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Movie 1

Description: ZEB1 is a driver of directional endosome motility. Spinning disk confocal time-lapse live-cell imaging of 393P\_Vector cells (left) and 393P\_ZEB1 cells (right) stably expressing Rab5-mCherry. Tubular structures (arrows) in 393P\_ZEB1 cells are intermediates from early endosomes and represent enhanced maturation. Images were acquired at 1s intervals for 10 min and movie was compiled at 60 frames per second. Scale, 10  $\mu$ m.

File Name: Supplementary Movie 2

Description: ZEB1 drives endosomal maturation. Confocal time-lapse live-cell imaging of 393P\_Vector cells (left) and 393P\_ZEB1 cells (right) pulsed with 25  $\mu$ g/ml pHrodo Red Tfn (top panels). Cell boundaries are visible in transmitted light channel (bottom panels). Progressive appearance of bright centrally located intracellular patches of the dye (red arrowhead) is detectable in 393P\_ZEB1 cells but not in 393P\_Vector cells. Images were acquired for 20 min at 1-min intervals and a movie was compiled at 4 frames per sec. Scale, 15  $\mu$ m.

File Name: Supplementary Movie 3

Description: Retrograde vesicular trafficking is faster in mesenchymal than epithelial human LUAD cell lines. Confocal time-lapse live-cell imaging of 393P cells (left) and 344SQ cells (right) treated overnight with BacMam Golgi-RFP (pseudocolored red), pulsed with CTxB (pseudocolored green), and imaged after 1 h. CTxB accumulated in the Golgi in 344SQ cells but not 393P cells. Images were acquired at 30-sec intervals for 60 min, and a movie was compiled at 12 frames per second. Scale, 3  $\mu$ m.

# Supplementary material for: The EMT activator ZEB1 accelerates endosomal trafficking to establish a polarity axis in lung adenocarcinoma cells
**Source:** Nat Commun. 2021 Nov 3;12:6354. doi: 10.1038/s41467-021-26677-y
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Quantitative RT-PCR data were acquired using ABI 7500 system; Brightfield and high resolution widefield images were collected using Nikon NIS Elements V4.40. ELISA readings were made using SoftMax Pro v6. Confocal images were acquired using Nikon NIS Elements V4.60. Spinning disc confocal images were acquired using Andor iQ V3.

Data analysis

Graph Pad Prism 9 and Microsoft Excel were used to generate graphs and perform statistical analysis. Heat maps were generated using JavaTreeView 1.2.0. Micrographs were processed and analyzed using ImageJ / Fiji 1.53, SVI Huygens Pro v17.10, and Bitplane Imaris 9.6.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data associated with this study are present in the paper and the Supplementary Information. Source data are provided with this paper. RNA-seq data that support the findings of this study has been deposited in Gene Expression Omnibus (accession number GSE102337).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed. Data were collected randomly and sample sizes were chosen based on previously published reports. Such sample sizes has been convincingly used to describe similar mechanisms. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                  |
| Replication     | All attempts at replication were successful. Transferrin experiments were validated by blinding the investigators. All experiments were independently repeated at least two times.                                      |
| Randomization   | Cells were randomly seeded into control or experimental groups. Micrographs were acquired randomly across the entire sample.                                                                                            |
| Blinding        | The investigators were blinded to group allocation during data collection and analysis of intracellular transferrin distribution patterns.                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | We purchased Alexa Fluor tagged secondary antibodies (#A-11055, #A-32787 and #A-10042), and Zenon Mouse IgG2a Labeling Kit (#Z25102) from Thermo Fisher Scientific; primary antibodies against LAMP1 (#9091), MET (#8198), phospho-MET (#3077), phospho-Paxillin (Tyr118) (#2541), Rab11 (#5589) from Cell Signaling Technologies; primary antibody against MET (#AF276), recombinant human HGF protein (#294-HG-005/CF) from R&D Systems. Horseradish peroxidase (HRP)-conjugated secondary antibodies (#7074P2 and #7076P2) were from Cell Signaling Technologies. |
| Validation      | Where applicable, Western blotting was used to determine an antibody's specificity based on: the observation of a single band at the known molecular weight for the target; the absence of that band in negative controls (e.g., no primary antibody, lysates from a cell line or tissue known not to express the protein of interest and/or lysates from a cell line treated with RNAi targeting the gene or interest); and the presence of that band in positive controls (e.g., non-expressing cells transfected/transduced to express the protein of interest).  |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                     |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|---------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s) | Described in the "Reagents" subsection of Methods section.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Authentication      | Human cell lines were obtained from a validated source (e.g., ATCC; <a href="http://www.atcc.org/">http://www.atcc.org/</a> ) that provides evidence to guarantee authenticity and absence of microbial contamination including mycoplasma. We verified that the cell lines utilized are not on the International Cell Line Authentication Committee (ICLAC) list of misidentified cell lines ( <a href="http://iclac.org/databases/cross-contaminations/">http://iclac.org/databases/cross-contaminations/</a> ). We confirmed freedom from mycoplasma and other microorganisms. Murine lung cancer cell lines are authenticated by PCR-based confirmation of the presence of mutant alleles (KrasG12D and Tp53R172H) and the |

Mycoplasma contamination

ectopic expression or depletion of genes in derivatives of the parental cell lines.

Cell lines were documented to be free of mycoplasma.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified lines were used.

How the deposited data were processed for this re-analysis (not part of the article)

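The data were 6 RNA sequencing samples of 393P cells, 3 with ectopic ZEB1 and 3 with the empty vector. They were grouped by the condition in their labels, and no sample was left out of the main fit. The authors deposited, for each sample, the unnormalized count of reads on each of 24214 RefSeq features. The authors also deposited an RPKM for each feature, which is the count scaled by the exon length and by the total reads of the sample. The total implied by the RPKM was between 99.1% and 99.32% of the summed counts, and the RPKM values were not used further. The exon length is the same in all tables, and the coordinates are those of GRCm38. The aligner and the counting program are not stated with the samples, and the paper states no test for these data. Features counted at more than 1 locus numbered 1073.

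Total counts were 57844355, 59735316 and 79158012 in 393P_vector replicates 1 to 3 and 54442450, 55159915 and 61251074 in 393P_ZEB1 replicates 1 to 3. A level of 3 counts, taken as the smallest that can be shown, corresponded to between 0.0379 and 0.0551 CPM, the counts scaled to the library size.

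Differential expression was computed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its default minimum count of 10, which left 13892, and library sizes were normalized by TMM. The quasi-likelihood fit was robust, with 1 coefficient for the condition and no replicate block, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The biological coefficient of variation was 0.184. CPM per sample used the TMM-normalized library sizes, and single genes were also compared by an exact permutation test of log2 CPM, whose smallest p for 3 samples against 3 is 0.1. The labels number the replicates alike in both groups, and the fit was repeated with that number as a block, which gave a log2 fold change of 0.85 for Kif13a. In the check of pairing, deviations from the group mean correlated across genes with a mean r of 0.01 for equal numbers and -0.009 for unequal numbers. The ranges, -0.178 to 0.242 and -0.149 to 0.193, overlapped, so the check does not decide on pairing.

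Seed sites were searched in the 3′ UTR of the longest coding transcript of each gene in GENCODE M21. A 3′ UTR was found for 12000 of the 13892 tested genes, 86.4%. The difference in median log2 fold change between genes with and without a site was tested by 100000 permutations of gene labels, and compared with 200 control 7mers of the same GC content, present in a number of genes within 20% of that of the seed. Length matching weighted the genes without a site to the 3′ UTR length distribution of those with one, in 10 classes. Shares of genes were compared by Fisher's exact test. These steps used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.

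The procedures were tested on simulated data before use. In 5 simulated sets with 200 changed genes each, edgeR recovered on average 97.1% of the changed genes at a false discovery share of 5.4%, and DESeq2 95.9% at 11.4%. Every simulated gene had a dispersion of 0.02 and no simulated replicate was outlying, unlike in these samples, so these shares may not hold for them. The limit set for the false discovery share was 10%. No edgeR run and 4 of the 5 DESeq2 runs exceeded it. The requirement had first been written for both tools and was then kept for the main tool alone, without a change to the limit or the simulated sets. For the seed-site test, a simulated shift of 0.2 was estimated as 0.199 on average over 100 runs, and 5.0% of runs without a shift were called, or 7.0% with length matching.

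The genes named in the text were fixed by a rule. They are the 20 regulators and 5 transcription factors of Supplementary Fig. 5a, the other genes whose mRNA or protein the paper measures or discusses, and the hairpins of the microRNAs it discusses. They also include the 5 genes with the largest increase and the 5 with the largest decrease among those past the threshold, with the groups fully separated and a mean of at least 5 CPM. The same was done within families of trafficking genes, chosen by symbol.

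The alternatives tried were DESeq2's size factors within edgeR, the Wald test of DESeq2 1.42.0, no filter on low counts, at least 10 counts in every sample, the replicate block (log2 fold change of Ap1s2 0.72), and leaving out the 10 genes with the most counts. Others were leaving out each sample in turn, an adjusted p threshold of 0.01, and a test against a fold change of 1.5. For seed sites they were 8mers only, all annotated 3′ UTRs merged and length matching, and for trafficking families, genes above the median expression. Further alternatives were chosen after seeing the data. These were limma 3.58.1 with voom and sample weights, a correction for GC content, 7mer-A1 sites in all isoforms, 8mers with length matching, and the trafficking families without the 20 regulators. The counts of regulators with a seed site were recomputed with merged 3′ UTRs, also after seeing the data. TargetScan predictions, TCGA tumors and the qPCR, imaging and trafficking experiments were not analysed here, except that the paper's source values for Fig. 7d were compared with the RNA sequencing ratios.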

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

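The genes below lie outside those the paper discusses and were picked out because they had the largest increases in 393P_ZEB1 cells over the control 393P_vector cells. The log2 fold changes were 7.85 for Ror2, 7.62 for Smoc2, 7.59 for Shc2, 7.13 for Slc1a3 and 7.08 for Rasef, with edgeR adjusted p between 2.64e-07 and 4.37e-06. Each of these was below 0.5 CPM on average in 393P_vector cells, and averages in 393P_ZEB1 cells ranged from 17.1 CPM for Rasef to 92.7 CPM for Smoc2. Among trafficking families, the largest increases outside the paper's list were in Kif21b, with a log2 fold change of 3.35, Tbc1d9, with 3.26, and Syt12, with 1.94. For Kif21b the level rose from 2.38 ± 0.169 to 24.3 ± 0.654 CPM (SD, n = 3), for Tbc1d9 from 3.37 ± 0.548 to 32.2 ± 2.87 CPM (SD, n = 3), and for Syt12 from 12.9 ± 0.395 to 49.5 ± 2.61 CPM (SD, n = 3). All 3 samples of 393P_ZEB1 were above all 3 of 393P_vector for each of the 8 genes (exact permutation p = 0.1 each, the smallest possible).

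Several technical explanations were tested for these increases and for the fold changes at large. Reads shared between near-identical copies were checked only through several loci or a repeated symbol, and 0 of the 8 genes had either. Copies under another symbol were not checked. An unusual 393P_vector replicate 3 was not required, since 8 of the 8 kept a positive change with an adjusted p below 0.05 from edgeR without it. Across genes, which are not independent replicates, the fold changes had a Spearman rho of 0.095 with gene length and -0.137 with GC content, below the 0.2 set as the limit for either bias. Library sizes overlapped, the largest 393P_ZEB1 total being 3406719 counts above the smallest 393P_vector total, but only through 393P_ZEB1 replicate 3. The shares of counts taken by the 10 most counted genes overlapped by 0.33 percentage points, but only through 393P_vector replicate 3 (5.43%). 393P_vector replicates 1 and 2, at 6.75% and 6.63%, lay above the 393P_ZEB1 range of 5.6% to 5.76%. Neither overlap therefore excludes its explanation. Leaving out the 10 genes with the most counts gave 2541 higher and 2674 lower genes, against 2539 and 2679 in the main fit. When the 6 samples were split into 3 and 3 in all 10 ways, 1 split, the real one, gave as many genes with an adjusted p below 0.05. The other splits gave 0. With 10 splits the share cannot fall below 0.1, so the share alone cannot exclude a chance assignment. The real split gave 5218 genes, which argues against a chance assignment for the fold changes at large. A library or sequencing batch that follows the condition, and RNA from other cells, were not tested, as the labels give no batch. The response to ectopic ZEB1 remains a hypothesis for these 8 genes, and the lines also differ in other ways that bear on it, including chromosome Y expression and 8 chromosomes whose genes shifted together.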

How the results depend on the processing

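The main fit, the results to report and most alternatives were chosen before the processed files arrived. The alternatives that weight samples with limma voom, correct for GC content, widen the seed sites to 7mer-A1 and all isoforms, combine 8mers with length matching, or drop the 20 regulators from the trafficking families were chosen after seeing the data, as was the recount of regulators with seed sites in merged 3′ UTRs.

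Of 129 recomputed values of 10 headline results, 111 kept the outcome of the main fit, which means the same direction and the same side of the threshold for a tested value, and a number within 1.5 times the main one for a count of genes. The values themselves moved within these limits. The log2 fold changes of Kif13a and Zeb1 passed the threshold in every setting recorded for single genes. They ranged from 0.71 to 0.95 and from 1.22 to 1.31 across the 6 fits that each left out one sample. The adjusted p threshold of 0.01 and the test against a fold change of 1.5 were not among these settings. The numbers of regulators with a seed site stayed within 1.5 times of the main ones. Genes higher and lower in 393P_ZEB1 fell to 1584 and 1545 with an adjusted p threshold of 0.01, and to 1081 and 1118 when edgeR's glmTreat tested against a fold change of 1.5, which also left 12 of the 20 regulators. Both of these settings ask for stronger evidence from the same counts. They rose to 3971 and 4100 with limma voom, which gave 393P_vector replicate 3 a weight of 0.111 against 0.726 to 3.019 for the others. Across the 6 fits that each left out one sample, the higher genes ranged from 1861 to 3700, the lower genes from 1784 to 3776 and the regulators past the threshold from 18 to 20, with the largest gene counts obtained without 393P_vector replicate 3. The spread of that sample could therefore be limiting the main counts. The replicate block gave 2180 higher and 2256 lower genes, where the check of pairing had a mean correlation of 0.01 between same-numbered samples, with a range of -0.178 to 0.242.

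The log2 fold change of Ap1s2 did not pass the threshold in the main fit, 0.67, but did with DESeq2, 0.67 (adjusted p = 0.0266), with limma voom, 0.99 (adjusted p = 4.68e-05), and with the GC correction, 0.67 (adjusted p = 0.00637). Leaving out each sample in turn gave 0.53 to 1.0, and only the fit without 393P_vector replicate 3 passed. DESeq2 exceeded the false discovery limit of 10% in 4 of 5 simulated sets, so the DESeq2 value alone carries less weight. Those sets had the same dispersion, 0.02, for every gene and no outlying replicate, unlike these samples. How far their error shares apply here is therefore not known. Leaving out 393P_vector replicate 3 and limma voom both reduce the weight of the sample in which Ap1s2 was high, and the GC correction removes a trend in which that sample differed from the others.

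The shift of genes with a miR-200b/c/429 seed site, 0.052, lost significance when length matched, 0.001 (permutation p = 0.972), and with the GC correction, 0.021 (permutation p = 0.224). With single samples left out it ranged from 0.029 to 0.096. It lost significance without 393P_vector replicate 2, 0.029 (permutation p = 0.132), and without 393P_ZEB1 replicate 1, 0.03 (permutation p = 0.0639). Longer 3′ UTRs hold more 7mers of any kind, so a relation between 3′ UTR length and fold change could produce such a shift. The share of trafficking-family genes that were higher, 20.2%, passed Fisher's exact test only with no filter on low counts, 17.1% (p = 0.000324), where the comparison set grew from 13590 to 22221 genes by genes with few counts and its own share fell from 18.2% to 10.6%. Without the 20 regulators it was 17.2%, below the 18.2% of other genes. The paper chose these regulators for being higher, so leaving them out lowers the share by itself. With single samples left out the share ranged from 13.5% to 30.9%.

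Outcomes of single genes were not recorded for the adjusted p threshold of 0.01 or the test against a fold change of 1.5. Of 62 other named genes, 48 kept their direction and their side of the threshold under every other alternative in which they were recomputed. Among the 43 values that did not, 23 became weaker, 8 became stronger and 12 reversed. Snai1, 0.27 in the main fit, passed the threshold without 393P_vector replicate 3, 0.67 (adjusted p = 0.0335), and with limma voom, 0.72 (adjusted p = 0.0103). All reversals were of changes near 0. Across the fits that each left out one sample, Snai2 ranged from -0.1 to 0.1 and was also reversed without 393P_ZEB1 replicate 3, 0.07, Itgb1 ranged from -0.13 to 0.03, Rab5a from -0.12 to 0.18 and Lamp1 from -0.09 to 0.04. With limma voom, Snai2 was 0.07, Lamp1 0.02 and Rab5a -0.08, and with the GC correction Rab5a was -0.03. Depth limits the fold changes of St6galnac5 and Snap25, whose 393P_vector levels of 0.0488 CPM are near the smallest that can be shown, and 16 of the 20 regulators remained past the threshold when at least 10 counts were required in every sample.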

Differences from the paper's values

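For 4 of the mRNAs in Fig. 7d, the ratio of 393P_ZEB1 to 393P_vector in the paper's qPCR source data and the ratio from the RNA sequencing counts were more than 1.5 times apart and differed by more than the larger SD. The paper's values are means ± SD of 3 experiments, which the labels do not tie to the sequenced samples. A qPCR value covers the stretch between a primer pair, while the counts cover all exons of a gene. For Zeb1 the paper's value was 11.56 ± 4.54, against 2.4 in the counts. Transgene reads are counted only where the transgene sequence aligns to the gene, and the species of the cDNA is not stated, so these ratios need not match. For Kif13a the paper's value was 4.68 ± 0.39, against 1.79. For Glg1 the paper's value was 2.9 ± 0.23, against 1.66. For Rab13 the paper's value was the lower one, 1.5 ± 0.07, against 3.11. None of the alternatives set before the files arrived closed any of these gaps, with ratios of 2.33 to 2.48 for Zeb1, 1.63 to 1.93 for Kif13a, 1.62 to 1.72 for Glg1 and 2.92 to 3.41 for Rab13. Dividing the counts by those of Rpl32, an alternative chosen after seeing these values, gave 2.26 for Glg1, which is within 1.5 times the paper's value, but 3.26 for Zeb1, 2.42 for Kif13a and 4.21 for Rab13, which are not. The same division moved Ap3s1 to 3.48 against the paper's 2.25, Snx2 to 2.39 against the paper's 1.54 and Yipf5 to 2.34 against the paper's 1.21, each more than 1.5 times apart, although these had been within 1.5 times in the main fit. Ap1s2 stayed within 1.5 times, at 2.2 against the paper's 1.96. Yipf5 was within 1.5 times in the main fit, 1.7 against the paper's 1.21 ± 0.06, and outside it without 393P_vector replicate 3, 1.93, and without 393P_ZEB1 replicate 3, 1.83.

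The paper states that all 20 regulators of Supplementary Fig. 5a are more highly expressed in 393P_ZEB1 cells. All 20 were higher in the counts, with 19 past the threshold, and Ap1s2 was at an adjusted p of 0.0677 from edgeR. The count was 20 with DESeq2 and without 393P_vector replicate 3, and also with limma voom and with the GC correction, which were chosen after seeing the values. The count fell to 16 with at least 10 counts in every sample and to 18 without 393P_ZEB1 replicate 1. An adjusted p threshold of 0.01 left 17, and the test against a fold change of 1.5 left 12. The paper names Ap1s2 among transcripts with miR-200 sites in the 3′ UTR. The longest coding Ap1s2 transcript held no 7mer-m8 or 8mer site for miR-200b/c/429 or miR-200a/miR-141, and a scan of all isoforms, widened after seeing this, found an 8mer at 163932280 on chromosome X.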

Other observations

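393P_vector replicate 3 stood apart from 393P_vector replicates 1 and 2. The chi-square per degree of freedom was 296.91 and 325.8 against replicates 1 and 2, compared with 21.28 between those replicates. Across genes, which are not independent replicates, its log ratio to replicates 1 and 2 had a Spearman rho of -0.462 with GC content and -0.22 with gene length, both beyond the limit of 0.2 set for such a bias. Features shorter than 300 bp held 2.398% of its counts, outside the range of 3.435% to 4.713% in the other samples. Of the 921 genes that differed 2-fold from replicate 1, 95.7% remained after the counts of replicate 3 were thinned. CPM is already scaled to the library size, so most differences were bound to remain, and the check does not decide on depth. A position closer to mesenchymal cells was also tested, and the rho with the fold changes between the lines was 0.144, below the limit. A mislabelled sample could not be excluded. Of 5 sex-linked genes, 0 differed in presence between replicate 3 and replicates 1 and 2, but the comparison as first written, with all other samples, could not be made because the 393P_ZEB1 samples lack Y-linked expression, and it was restated after that was seen. The predictions for short features, depth and the mesenchymal position were made only after the result was seen. A difference in library preparation, such as in fragment or GC recovery, is a candidate explanation that remains, and the labels give no batch with which to test it. For Ap1s2, whose adjusted p from edgeR was 0.0677, the fit without this sample gave 0.00011, again a prediction made after the result was seen.

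Y-linked genes were expressed in 393P_vector cells only. Kdm5d, Eif2s3y, Uty and Ddx3y, the 4 genes at 1 CPM or more in 393P_vector samples, were below 1 CPM in all 3 393P_ZEB1 samples, with 0 of the 4 staying above it. Eif2s3y fell from 35.1 ± 3.52 CPM (SD, n = 3) to 0.0666 ± 0.0435 CPM (SD, n = 3), the largest decrease by the naming rule. Female cells with an inactive X chromosome would express Xist, and the highest level in 393P_ZEB1 samples was 0.374 CPM, close to the 0.371 CPM of 393P_vector replicate 1. Both of these predictions were made after the decrease was seen. The Xist level cannot exclude female cells that do not express it. Loss of chromosome Y in the cells that became 393P_ZEB1 is a candidate explanation, and loss of its expression without loss of the chromosome cannot be told apart from it by RNA.

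Genes of whole chromosomes shifted together as well. Compared with genes elsewhere, the median log2 fold change of 8 of the 20 other chromosomes differed by at least 0.2 with an adjusted permutation p below 0.05. The shifts were 0.672 on chromosome 18, 0.317 on 11, 0.279 on 16, -0.424 on 17, -0.347 on 6, -0.32 on 15, -0.283 on 10 and -0.246 on 14, each with an adjusted permutation p of 2e-05 from raw values of 1e-05, the smallest that 100000 permutations can give. On each of these 8 chromosomes all 3 samples of 393P_ZEB1 lay on the opposite side of all 3 of 393P_vector. The number that stayed at 0.2 or more was 8 under the correction for GC content and 8 without 393P_vector replicate 3. A cluster of strongly changed genes would shift only part of a chromosome. When chromosomes were divided at the median gene position, 7 of the 8 shifted by at least 0.1 in both parts. Chromosome 14 shifted by -0.086 in the first part and -0.555 in the second, and chromosome 15 by -0.106 and -0.467. A regional effect therefore remains possible on chromosomes 14 and 15. All 8 shifted in both the more and the less expressed genes. The pattern is consistent with a difference in copy number between the lines, which may have arisen while the lines were made or kept and would not require ZEB1. This is a hypothesis, and no DNA data were analysed here to test it.

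The shifts bear on the regulators, since 10 of the 20 lie on chromosomes 11, 16 and 18, against 14.2% of other tested genes (odds ratio 6.03, Fisher's exact p = 0.000162), and 0 lie on the chromosomes that shifted down. The paper chose the regulators for being higher in these samples, which by itself favors chromosomes that shifted up, so this comparison does not show that trafficking genes gather there. Zeb1 and Cdh2 also lie on chromosome 18. By a prediction made after the regulators were seen to be higher, 17 of the 20 were still at least 2 standard errors above the median of their own chromosome. Snx2, Npc1 and Yipf5, all on chromosome 18, were not, and for these a chromosome-wide shift is a candidate explanation of the increase. The choice of the 20 genes for being higher by itself favors values above that median. The 17 include Ap1s2, which did not pass the threshold in the main fit (adjusted p = 0.0677 from edgeR). The changes of the 17 were estimated as larger than their chromosome median, and the check says nothing further on their cause.

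Relief of miR-200 silencing was tested across all genes as a hypothesis. Genes with a miR-200b/c/429 site had a median log2 fold change 0.052 above genes without (permutation p = 0.00097), but 149 of 200 control 7mers of the same GC content, found in a similar number of genes, gave a shift at least as large. After matching for 3′ UTR length the shift was 0.001 (permutation p = 0.972). The test was therefore negative, and 3′ UTR length may account for the unmatched shift. Sites for miR-206 and miR-148a, compared in the same way, gave 0.055 and 0.052 unmatched and 0.009 and 0.005 length matched. The 8mers alone gave 0.118 (permutation p = 0.00034), and 0.065 with length matching (permutation p = 0.0443), a combination chosen after seeing the data.

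Sites for miR-200a/miR-141, computed as a comparator, gave a larger shift than their control 7mers. The shift was 0.106 (permutation p = 1e-05, the smallest possible) and the length-matched shift 0.06 (permutation p = 0.00026), with 0 of 200 control 7mers as large when length matched. The shift was 0.082 under the correction for GC content and 0.07 with each chromosome's median subtracted. Control 7mers were not compared under either correction, and their unmatched shifts in the main fit reached 0.097. These values alone therefore do not set the seed apart from control 7mers. The predictions about the control 7mers and 3′ UTR length were made after the shift was seen. Relief of genes with miR-200a/miR-141 sites is therefore a hypothesis, from 1 of 4 seeds examined, and the difference between the seeds was not itself tested. Of the hairpins in the files, Mir200b and Mir200c had fitted log2 fold changes of -8.05 and -7.43 (adjusted p = 0.000535 and 3.19e-05 from edgeR). In the 3 393P_ZEB1 samples Mir200b had 0 counts in each and Mir200c had 1, 0 and 0. The sizes of these decreases are therefore not measured. The 393P_vector levels of Mir200b and Mir200c were only 0.535 ± 0.106 and 1.36 ± 0.158 CPM (SD, n = 3), and these libraries do not measure mature microRNAs.

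A general rise of trafficking genes was also tested. Of 302 tested members of the trafficking families, 61 were higher in 393P_ZEB1 cells, 20.2% against 18.2% of other genes (Fisher's exact p = 0.367), and 16.6% were lower against 19.3% (Fisher's exact p = 0.239). The test was negative. The largest decreases in these families were in Rab25, Ap1m2, Tbc1d2, Stx11 and Stx3, with log2 fold changes of -8.01, -5.22, -2.88, -2.26 and -2.16.

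The qPCR ratios in the paper's Fig. 7d were compared with the RNA sequencing ratios with regard to the reference gene. Rpl32, the reference in the paper's qPCR, fell by 0.45 on the log2 scale in the counts (adjusted p = 0.00999 from edgeR). By a prediction made after the difference was seen, division by Rpl32 raised the Kif13a ratio from 1.79 to 2.42, still more than 1.5 times below the paper's 4.68, so the reference gene alone is an unlikely explanation of the difference for Kif13a.

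Other genes that the paper names changed as follows. Cdh1 fell by 4.09 and Cdh2 rose by 2.04 on the log2 scale, and Vim, already abundant in 393P_vector cells at 5510 ± 335 CPM (SD, n = 3), rose by 0.41. The log2 fold changes were -6.91 for Cldn3, -8.40 for Cldn4, -6.03 for Cldn7 and -6.53 for Crb3. Kif13b, the paralog of Kif13a, had a log2 fold change of -1.05 (adjusted p = 0.00899 from edgeR), Itga5 of -0.59 (adjusted p = 0.0164 from edgeR) and Met of -0.67 (adjusted p = 0.00331 from edgeR). Itgb1 and Tfrc were not detectably changed, at -0.03 and -0.13 (adjusted p = 0.856 and 0.527 from edgeR). Itga5 and Vim did not pass the threshold in every fit that left out one sample, and Vim did not pass with the replicate block (adjusted p = 0.0669 from edgeR). The other largest decreases by the naming rule were in Prl, -8.73, Cntfr, -8.66, and Krt7, -8.51.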
